# Identification and expression analysis of miRNAs and elucidation of their role in salt tolerance in rice varieties susceptible and tolerant to salinity

**DOI:** 10.1371/journal.pone.0230958

**Published:** 2020-04-15

**Authors:** Shaifaly Parmar, Sachin Ashruba Gharat, Ravichandra Tagirasa, Tilak Chandra, Lambodar Behera, Sushant Kumar Dash, Birendra Prasad Shaw

## Abstract

Soil salinization is a serious problem for cultivation of rice, as among cereals rice is the most salt sensitive crop, and more than 40% of the total agricultural land amounting to approximately 80 million ha the world over is salt affected. Salinity affects a plant in a varieties of ways, including ion toxicity, osmotic stress and oxidative damage. Since miRNAs occupy the top place in biochemical events determining a trait, understanding their role in salt tolerance is highly desirable, which may allow introduction of the trait in the rice cultivars of choice through biotechnological interventions. High throughput sequencing of sRNAs in the root and shoot tissues of the seedlings of the control and NaCl treated Pokkali, a salt-tolerant rice variety, identified 75 conserved miRNAs and mapped 200 sRNAs to the rice genome as novel miRNAs. Expression of nine novel miRNAs and two conserved miRNAs were confirmed by Northern blotting. Several of both conserved and novel miRNAs that expressed differentially in root and/or shoot tissues targeted transcription factors like AP2/EREBP domain protein, ARF, NAC, MYB, NF-YA, HD-Zip III, TCP and SBP reported to be involved in salt tolerance or in abiotic stress tolerance in general. Most of the novel miRNAs expressed in the salt tolerant wild rice *Oryza coarctata*, suggesting conservation of miRNAs in taxonomically related species. One of the novel miRNAs, osa-miR12477, also targeted L-ascorbate oxidase (*LAO*), indicating build-up of oxidative stress in the plant upon salt treatment, which was confirmed by DAB staining. Thus, salt tolerance might involve miRNA-mediated regulation of 1) cellular abundance of the hormone signaling components like EREBP and ARF, 2) synthesis of abiotic stress related transcription factors, and 3) antioxidative component like LAO for mitigation of oxidative damage. The study clearly indicated importance of osa-miR12477 regulated expression of *LAO* in salt tolerance in the plant.

## Introduction

Rice, undisputedly, is one of the most important crops in the world, not only because of its importance as staple food, but also because of several other features like vast availability of germplasm, including landraces and wild progenitors varying in innumerable characters, a comparatively smaller genome size and ease of transformation and regeneration that makes it a model cereal system. It has been genetically modified successfully for nutritional quality and resistance to various diseases [1]. However, the major challenge lies in increasing its yield with respect to the ever-inflating population of the world, as the impact of several abiotic stresses negatively influences its yield [2].

Among the abiotic stresses, the magnitude of salinity problem in rice cultivation seems to be huge, as more than 80 million ha of agricultural land representing 40% of total irrigated land the world over are affected from salinization [3] and more than 50% of all arable lands are likely to suffer from soil salinization due to irrigation and climate change by 2050 [4]. Salinity is especially a threat to rice production because among cereals rice is the most salt-sensitive crop [5] and both seedling and reproductive stages of the plant are highly sensitive to salinity [6–9]. Thus, increasing salinization of cultivable land is in contrast to the demand for rice production in future, which should must increase from the current production of approximately 500 million tons to at least 800 million tons [10] to meet the demand of estimated 9.6 billion people by 2050 [11]. This requirement is in the backdrop of challenges being faced by the staple food crops from abiotic stresses, including salinity, that negatively influence their biomass production and yield [12]. Breeding programmes on development of rice cultivars tolerant to salinity along with maintaining the yield and quality to achieve the projected target of rice production has so far not been successful. Hence, the option left is to introduce the trait in the rice cultivar of choice through biotechnological intervention.

Salinity is most complex in action among the abiotic stresses, as it invokes both ionic and osmotic actions that increases its toxicity potential greatly. Plants have developed a variety of power of adaptation to abiotic stresses, including salinity stress, involving cascades of signaling networks, which ultimately lead to changes in expression of many genes determining the fate of cellular, biochemical and physiological processes important from the view of tolerance to the stress [13]. Many such genes encoding effector and regulator proteins have been identified that impart resistance to salinity to plants, including those involved in maintenance of ion homeostasis, osmotic protection through compatible solute accumulation, protection against oxidative stress, polyamine accumulation and transcriptional regulation [14]. Efficacy of a few of them in the salt tolerance process has also been demonstrated in model plants by generating transgenic lines overexpressing genes like betaine aldehyde dehydrogenase (*BADH*), high-affinity potassium transporter (*HKT*), Δ^1^-pyrroline-5-carboxylate synthase (*P5CS*), vacuolar H^+^-pyrophosphorylase, etc. [14,15]. However, it has been increasingly realized that salt tolerance besides being a quantitative trait requires precise regulation of expression of the concerned genes, which may be upregulation of a few while downregulation of others. In this context microRNAs (miRNAs), the switch at the level of post-transcriptional gene regulation, as well as at the level of transcription [16,17] and translation [18], could be playing important role. Hence, identification of these miRNAs could provide a better strategy for engineering salt tolerance in plants than that accomplished by regulatory elements or effectors [19]. The view also stems from the fact that their expression is regulated by environmental cues, besides having multiple targets [20,21].

MicroRNAs are pervasive members of small RNA family, which smartly regulate the gene expression at the post-transcriptional and translational levels [22]. Unlike animals, plant miRNAs have very high or near-perfect complementarity with the target mRNA. The miRNA gene is transcribed in a normal transcriptional fashion by RNA polymerase II into a primary miRNA, which is further cleaved by DCL1/HYL1 along with supporting molecules, into a precursor miRNA [23]. This precursor forms a characteristic stem loop structure bearing the mature miRNA and miRNA* sequence in opposite arms. In plants, this precursor miRNA gets methylated at 3’ end by HEN1 and is brought to the cytoplasm by HST1. The miRNA-miRNA* duplex is cleaved and the resulting mature miRNA is loaded on to the RISC assembly by arganoute protein, while the miRNA* gets degraded [24]. A mature miRNA inhibits gene expression either directly by stalling the translation of proteins or indirectly by targeting the cognate mRNAs [25]. Post transcriptional regulation of genes has increasingly been realized to be the most conserved gene regulatory mechanism important for development, environmental stress responses and varieties of biological processes in eukaryotes [26,27].

The advent of next generation sequencing (NGS) has greatly enriched the database of miRNAs. For plants so far 10405 miRNAs sequences from 82 species have been deposited in miRBase 22.1 (http://www.mirbase.org). The occurrence of miRNAs in such a huge number, which is still increasing, is because of the fact that the profile of miRNAs expression differs greatly from species to species, both quantitatively and qualitatively. Besides, even within a species it is expected that the miRNA expression profile would differ from cultivar to cultivar depending on the trait with regard to which the two cultivars differ, and on the same logic it is also expected that their expression profile would differ considerably in the plant under contrasting environmental conditions [28,29]. Species-dependent response of miRNAs to salt treatment has been seen in many plants, including glycophytes and halophytes [21,29–39]. However, report on comparative study of expression profile of miRNAs in rice cultivars, or in any crop cultivars, contrast for salt tolerance, or tolerance to any abiotic stress is scant. Therefore, the current study was planned to see the expression profile of miRNAs in a salt-tolerant rice cultivar Pokkali in presence and absence of NaCl and to check the response pattern of a few important salt-responsive miRNAs in a salt-sensitive rice cultivar Badami in order to identify the miRNAs and their targets that could be involved in the salt tolerance process considering that the findings could be useful in improving salt tolerance in rice cultivar of interest through biotechnological interventions.

## Results

### Small RNA sequencing

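Small RNA was sequenced from root and shoot of seedlings of the salt-tolerant rice cultivar Pokkali, grown without added NaCl or given 256 mM NaCl (1.5% in the sample labels) for 9 h on day 9. There was 1 library per condition: control root (CR), NaCl-treated root (TR), control shoot (CS) and NaCl-treated shoot (TS). According to the paper, the single-end Illumina reads were processed with the NGS QC Toolkit, Cutadapt and the UEA Small-RNA Workbench, freed of other RNA classes, searched for known miRNAs of miRBase and mapped to the rice genome to predict further miRNAs and their precursors. Each deposited list has 1 entry per hairpin locus of the rice genome (IRGSP-1.0), with the mature sequence, its read count, its abundance on the RPM scale (reads, scaled to 1000000 of the reads used), any miRNA* reads and the folding energy of the hairpin. RPM is the count divided by the reads used for prediction, which were 6887961 in CR, 12126876 in TR, 13116913 in CS and 9765004 in TS. The lists hold sequences of 20 to 22 nt with at least 2 reads. Counting each mature sequence a single time, they hold 33258 reads in CR, 39998 in TR, 60792 in CS and 30915 in TS, which is 0.483%, 0.330%, 0.463% and 0.317% of the reads used. A sequence that is not among the entries analysed here may still have been sequenced, so as a single sequence it was given neither a count of 0 nor a fold. Sums over a family or a whole list take only the listed sequences, so an unlisted one adds nothing to them, as a count of 0 would. For each sequence listed in both libraries of a tissue, the RPM ratio of treated over control was computed with an exact conditional (Clopper-Pearson) 95% interval, and the sequence was called higher or lower in the treated library where the ratio was at least 2 or at most 0.5 and the interval excluded 1. With 1 library per condition there is no replicate check, the intervals cover counting error only, and each ratio compares 2 libraries, not the conditions. The choice of denominator matters here. The median log2 ratio of all shared sequences was -0.32 in root and 0.43 in shoot with the deposited RPM, and 0.42 in root and 0.15 in shoot when counts were divided by the raw reads.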

More than 21 million high quality reads of sRNA were obtained from the four sRNA libraries (control root- CR, control shoot- CS, 256 mM NaCl (EC ~21 mS/cm) treated root- TR and 256 mM NaCl treated shoot- TS) sequenced (Table 1). These represented 99.72%, 99.78%, 99.86% and 99.87% of the total sequence reads from CR, CS, TR and TS, respectively. Total reads considered for finding the known miRNAs and predicting the novel miRNAs were 6887961, 13116913, 12126876 and 9765004 in CR, CS, TR and TS, respectively after removing the reads of length less than 16 nucleotides (nt) and more than 35 nt, low complexity reads, reads with T/R RNA matches and invalid sequence reads (Table 1). The non-redundant reads of length between 16-nt and 35-nt were 1143060, 1664461, 1219751 and 1035994, respectively for CR, CS, TR and TS. Most of the sRNA non-redundant sequences from all the libraries were 23-nt to 24-nt long (S1 File). Although the unique reads were more than one million in each of the libraries, and nearly 20% of the total unique reads, the total number of miRNAs discovered in CR, CS, TR and TS were only 147, 418, 261 and 357, respectively. Of these, 29, 35, 25 and 39 were conserved and 118, 383, 236 and 318 were mapped as novel miRNAs in CR, CS, TR and TS, respectively. 

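In CR the list held 57 entries of conserved miRNAs and 115 of predicted miRNAs, those with no known family name, and in TR 54 and 235. In CS it held 65 conserved and 380 predicted entries, and in TS 69 and 317. A mature sequence can come from several loci, so the distinct sequences were fewer: 31 conserved and 91 predicted in CR, 26 and 198 in TR, 37 and 316 in CS, and 39 and 272 in TS. A few sequences held most of the listed reads. The miR166 sequence TCTCGGACCAGGCTTCATTCC, of a family that targets HD-ZIP III transcription factors, had 44.5% of the listed reads in CR (95% interval 43.9% to 45.0%), where TCGGACCAGGCTTCATTCCCC of the same family had 44.1% (43.5% to 44.6%), within counting error of it, and came first in TR with 57.6% (57.1% to 58.1%). The predicted osa-miR12474 came first in CS with 47.7% (47.3% to 48.1%). The 3p sequence of miR168 came first in TS with 32.1% (31.6% to 32.6%). The miR168 family targets the mRNA of AGO1, but whether this arm does was not analysed here. Intervals of shares are exact binomial intervals.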

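Of the conserved sequences of root, 24 were listed in both libraries, 7 in CR but not in TR, and 2 in TR but not in CR. miR390, which sets off TAS3 cleavage, had 36 reads in CR and was not among the TR entries. A pair of miR164 sequences, of a family that targets NAC transcription factors, had 6 reads each in TR and was not among the CR entries. Of the predicted sequences of root, 22 were listed in both libraries, 69 in CR but not in TR, and 176 in TR but not in CR. Most predicted sequences were rare: 76.9% of those in CR and 87.9% of those in TR had fewer than 10 reads. With at least 10 reads required, the distinct predicted sequences numbered 21 in CR and 24 in TR. TR had 1.76 times the reads of CR among those used for prediction, and 1.06 times the raw reads.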

The number of conserved miRNAs decreased, while that of the predicted (novel) miRNAs increased in root in response to the salt treatment (Table 1). However, opposite result was obtained in shoot, i.e. the number of conserved miRNAs increased, while that of the novel miRNAs decreased in response to the salt treatment (Table 1).

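In shoot, 32 conserved sequences were listed in both libraries, 5 in CS but not in TS, and 7 in TS but not in CS. The 5 of CS had 2 to 5 reads each, whereas miR168 had 9929 reads in TS. The other conserved sequences listed in TS alone of the shoot libraries had 2 to 12 reads. Of the predicted sequences, 64 were listed in both shoot libraries, 252 in CS but not in TS, and 208 in TS but not in CS. osa-miR12474 was the most abundant predicted sequence of CS, with 29014 reads, and was not among the TS entries. With at least 10 reads required, 39 distinct predicted sequences remained in CS and 31 in TS. The reads used in TS were 0.744 times those in CS.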

**Table 1:** Summary of the sRNA reads. Adapter ligated libraries of sRNAs from the root and shoot. tissues of *O*. *sativa* cv. Pokkali seedlings, control and treated with 256 mM NaCl for 9 h on the 9^th^ day of germination were sequenced on Illumina platform. The sequences were processed with various bioinformatics tools to get the putative miRNAs.

Read Distribution	Root control	Root treated	Leaf control	Leaf treated
Total no. of raw reads	21291582	22498709	24465280	22021240
Total no. of HQ filtered reads after first QC	21232204	22467178	24412174	21993648
Total no of reads after adapter trimming and length filtration (Min length = 15)	19549175	21090549	24182661	21342069
Total no of adapter trimmed, length filtered HQ reads after second QC	19548882	21090188	24182301	21341350
Reads unaligned with NONCODE	18236576	20103872	22753639	18112677
Filtered reads with (length (<16->35 nt), low complexity, T/R RNA match, Invalid) which are discarded	11348615	7976996	9636726	8347673
Total Reads Used for Known and Novel miRNA Prediction	6887961	12126876	13116913	9765004
Known miRNA	29	25	35	39
Novel miRNA	118	236	383	318
Total no. of miRNA	147	261	418	357

### Family distribution and Northern blot analysis of the conserved miRNAs

Both root and shoot tissues showed great difference in composition of the conserved miRNAs under control and salt treated conditions (S2 File). 

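In root, 2 of the 24 conserved sequences listed in both libraries were called higher in TR, 2 were called lower and 20 were neither. miR398, which targets Cu/Zn superoxide dismutase mRNA, was 7.38-fold higher in TR (95% interval 3.01 to 23.5, on 5 and 65 reads). The miR156 sequence TTGACAGAAGAGAGTGAGCAC, of a family that targets SPL transcription factors, was lower in TR at a ratio of 0.420 (0.363 to 0.486), which misses the fold threshold under each of the 6 other scalings (0.523 to 0.700). In shoot, 15 of 32 conserved sequences were called higher in TS, 4 were called lower and 13 were neither. miR394 was 4.45-fold higher in TS (2.97 to 6.83), and the 3 listed sequences of miR160, which targets auxin response factors, were 3.53-fold to 4.41-fold higher. miR1425 was 2.73-fold higher in TS, on 3271 and 6653 reads, a call that ends with TMM factors (1.91). In the opposite direction, the ratio in shoot was 0.199 for miR398 (0.0506 to 0.571, on 27 and 4 reads) and 0.441 for the same miR156 sequence, whose call ends with the sum of listed reads (0.646). The counts of calls moved with the denominator. In root, 3 sequences were higher and 0 lower with raw reads, and 2 were higher and 0 lower with TMM factors. In shoot, 12 were higher and 7 lower with raw reads, 9 higher and 8 lower with TMM factors, and 19 higher and 1 lower with the sum of listed reads.

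**Figure D1:**
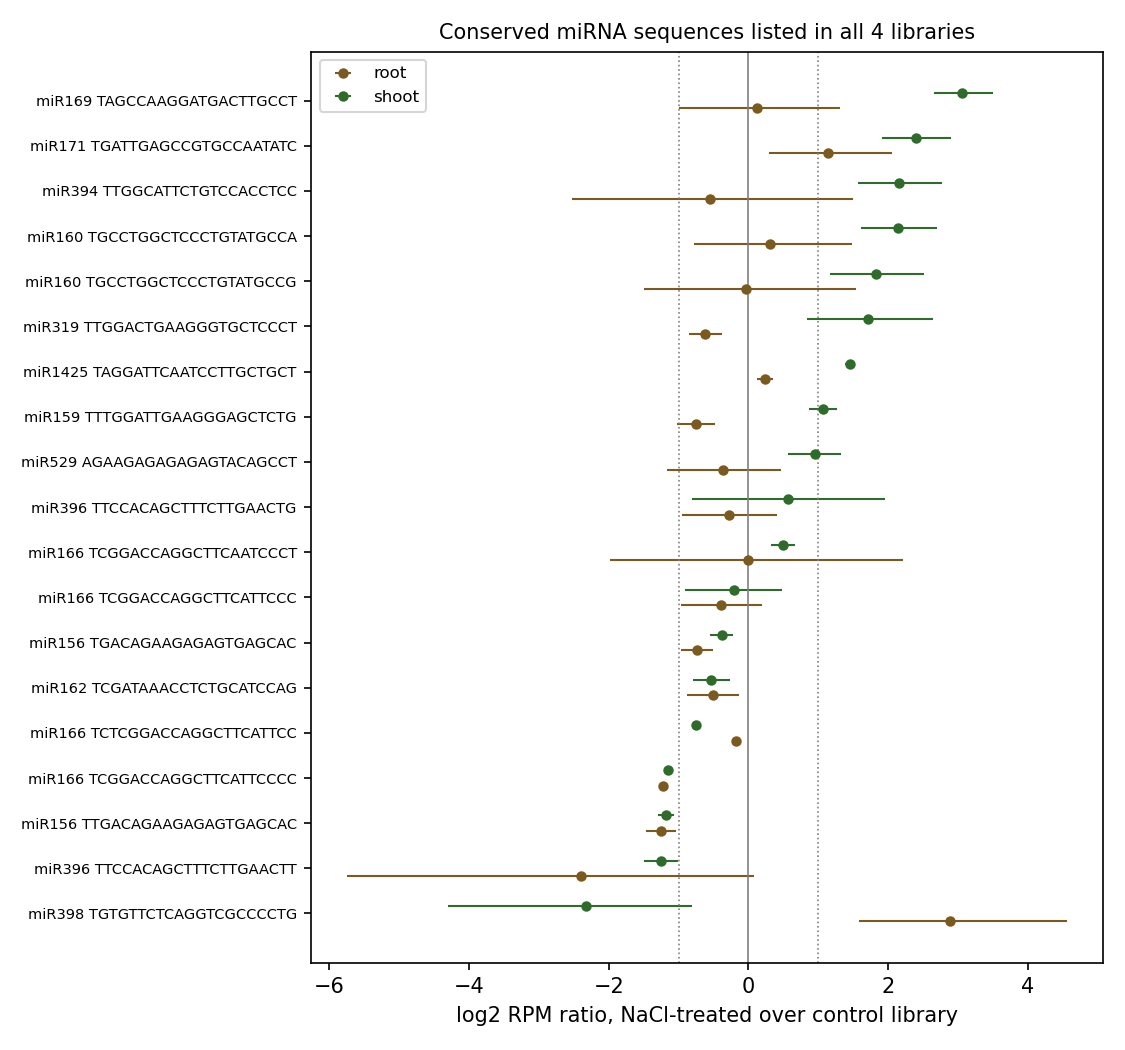
Log2 RPM ratio of NaCl-treated over control library (horizontal axis) for the 19 conserved sequences listed in all 4 libraries, in root (brown) and shoot (green). Points are the ratios, bars their exact conditional 95% intervals, which cover counting error only, and dotted lines the ratios 2 and 0.5; miR398 lies right of 0 in root and left of 0 in shoot, under each of the 6 other scalings too. The side of 0 switches under at least 1 of these scalings for miR394, miR160 TGCCTGGCTCCCTGTATGCCG, miR319, miR529, miR396 TTCCACAGCTTTCTTGAACTG and miR166 TCTCGGACCAGGCTTCATTCC in root, and for miR162, miR156 TGACAGAAGAGAGTGAGCAC, miR166 TCGGACCAGGCTTCAATCCCT and miR166 TCGGACCAGGCTTCATTCCC in both tissues.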

The conserved miRNAs identified belonged to 35 families (S2 File, S3 File). 

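The conserved sequences among the entries analysed here fell into 34 families, of which 21 were listed in CR, 16 in TR, 26 in CS and 27 in TS. A total of 15 families were listed in all 4 libraries, among them miR156, miR159, miR160, miR166 and miR396, which target transcription factors. Summed over the sequences of a family, 2 of 16 families compared in root were called higher in TR (miR171 and miR398) and 1 lower (miR156, ratio 0.494). In shoot, 10 of 21 families were called higher in TS, led by miR169, miR171, miR394 and miR160 (family ratio 4.01), and miR396 and miR398 were called lower. No family was called lower in TR under any of the 6 other scalings. The family sums can hold different sequences in the libraries compared. The extreme case is miR164 in root, with 2 reads in CR and 12 in TR and no sequence in common. Its ratio of 3.41 (0.759 to 31.4) did not meet the rule, but it is called higher under 5 of the 6 other scalings. In shoot, the split was 9 higher and 6 lower with raw reads and 6 higher and 7 lower with TMM factors.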

Responses of two of the conserved miRNAs identified, namely miR159a and miR167f, to salt application were checked by Northern blot analysis. The result of the Northern blot confirmed that these two miRNAs expressed both in root and shoot tissues of not only the salt-tolerant Pokkali, but also of the non-tolerant Badami (Fig 1, S4 File). These miRNAs also showed noticeable changes in expression in response to the salt treatment. The expression of miR159a was downregulated in both root and shoot in the salt-tolerant Pokkali, but was downregulated only in root in the salt-sensitive Badami in response to the salt application; in Badami shoot, miR159a showed upregulation in response to salt treatment. In contrast to miR159a, miR167f showed considerable downregulation only in the root of Pokkali, and its expression increased in both root and shoot of Badami.

**Fig 1:**
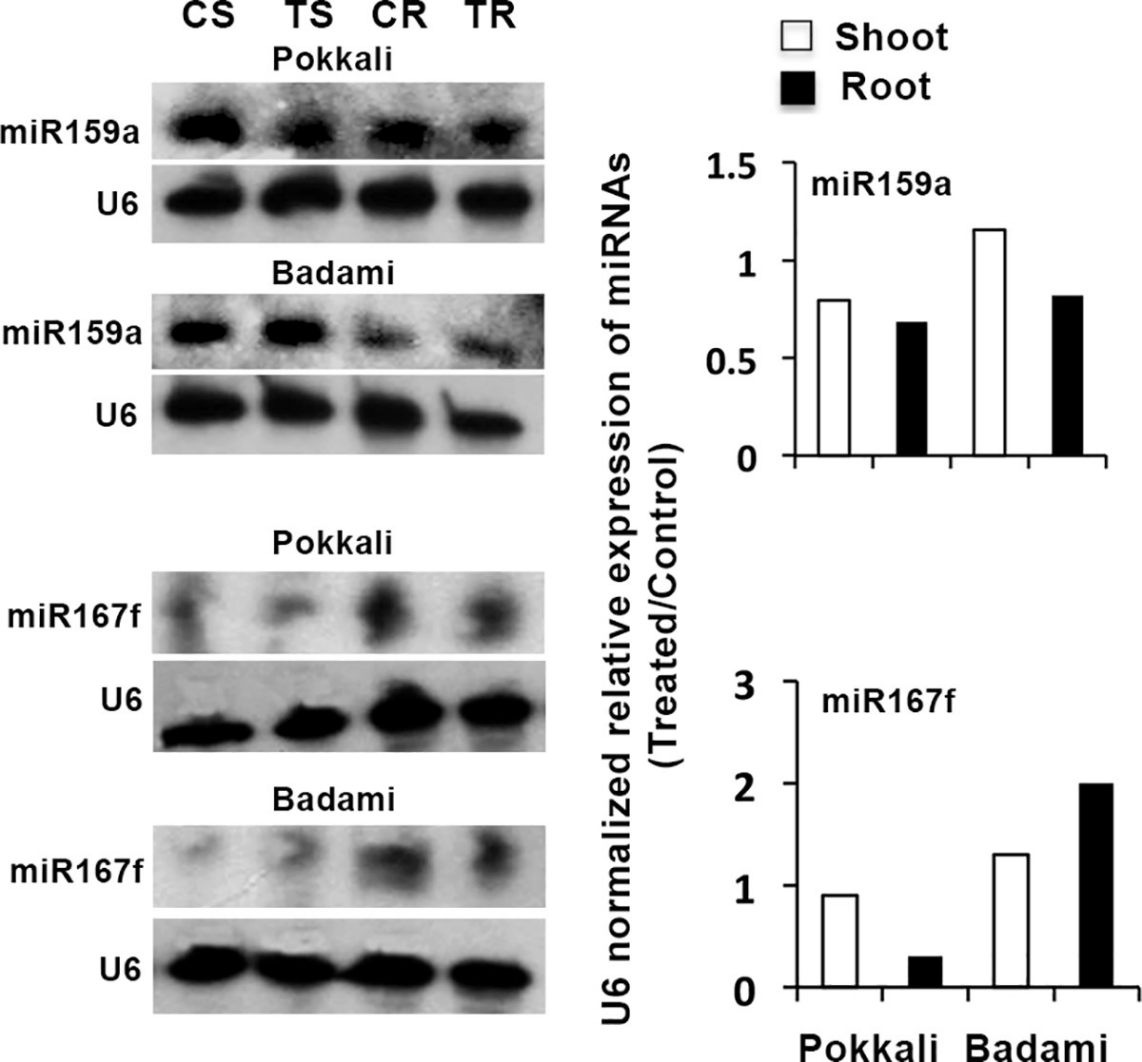
Northern blots showing expression of two conserved miRNAs in root (R) and shoot (S) tissues of control (C) and 256 mM NaCl treated (T) seedlings of *O*. *sativa* cv. Pokkali (salt-tolerant) and *O*. *sativa* cv. Badami (salt-sensitive) on 9^th^ day of germination. The right panel shows the relative expression of the individual miRNAs in the root/shoot tissues of the treated seedlings over control ones, as obtained by densitometric analysis of the band intensity considering the band intensity of U6 for normalization.

### Bioinformatics of the novel miRNAs

Out of hundreds of novel miRNAs predicted by Illumina sequencing followed by bioinformatics analysis (Table 1), expression of at least nine of them could be successfully validated in Pokkali, as well as in Badami by Northern. The details of their bioinformatics qualifying parameters, like A+U percentage, minimum free energy (MFE) of the precursor and length of the precursor (PL, precursor length) are given in Table 2 and S5 File. 

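Of the 9 predicted miRNAs of Table 2, 7 were among the entries analysed here, and the others, osa-miR12480 and osa-miR12482, are 24 nt long, above the listed lengths. The precursor of osa-miR12475 had the lowest folding energy, with an MFE of -67.7 kcal/mol, and that of osa-miR12478 the highest, with -34.1 kcal/mol. The MFEI, the energy per base adjusted for G+C, was lowest in osa-miR12478 (0.669) and highest in osa-miR12481 (1.62). osa-miR12477 and osa-miR12479 had an MFEI of 0.900 and 1.34. For osa-miR12476 the deposited MFE of the same locus was -34.9 kcal/mol in both shoot lists and -57.4 kcal/mol in the TR list.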

The MFE values of the precursors varied from -34.1 kcal/mol to 67.7 kcal/mol, while the MFE index (MFEI) of the precursors varied from 0.67 to 1.72. 

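The precursor of osa-miR12474 on chromosome 2 (mature sequence at 28716971 to 28716992, + strand, IRGSP-1.0) had the lowest A+U content, 37.8%. That of osa-miR12481 on chromosome 6 (21165346 to 21165365, + strand) had the highest, 71.3%. In between were osa-miR12475 on chromosome 6 (3204262 to 3204282, - strand) with 46.3%, osa-miR12478 on chromosome 2 (19416181 to 19416202, + strand) with 49.0%, osa-miR12477 on chromosome 2 (3280864 to 3280885, - strand) with 51.2%, osa-miR12479 on chromosome 5 (26275243 to 26275263, - strand) with 55.6% and osa-miR12476 on chromosome 11 (23702937 to 23702958, - strand) with 62.3%. osa-miR12477 and osa-miR12479 each had a single genomic match, while osa-miR12481 had 10 and osa-miR12478 had 12. Whether these loci lie in annotated genes was not analysed here.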

A+U content in the precursors varied from 37.0% to 71.4%. The stem-loop structures obtained for the individual precursors by mFold software revealed the presence of the predicted individual miRNAs sequences in one of their arm (S5 File). The length of the novel miRNAs varied from 20-nt to 24-nt, and they varied greatly in abundance, expressed in reads per million (RPM). 

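osa-miR12474 had 2212 RPM in CS (exact Poisson 95% interval 2187 to 2238) and was listed in no other library. Next in abundance was osa-miR12478, with 42.4 RPM in CS and 56.2 RPM in TS. The least abundant at its maximum was osa-miR12481, with 7.99 RPM in TS. osa-miR12475 was 3.80-fold higher in TS than in CS (95% interval 3.00 to 4.86). osa-miR12477, which the paper finds to target an L-ascorbate oxidase transcript, was 2.66-fold higher in TR than in CR (2.02 to 3.55, on 63 and 295 reads), and its ratio of TS to CS was 0.102 (0.0545 to 0.175, on 185 and 14 reads). osa-miR12479 was lower in TR than in CR, at a ratio of 0.399 (0.259 to 0.608), a call that holds under 1 of the 6 other scalings and is lost with raw reads (0.664). The ratios of osa-miR12476 (0.545), osa-miR12478 (1.33), osa-miR12481 (1.15) and osa-miR12479 (0.672) in shoot, and of osa-miR12481 (1.48) in root, did not meet the rule. Under other scalings, osa-miR12481 in root is called higher in 4 of 6 (2.16 to 2.46), and in shoot osa-miR12476 is called lower in 4 (0.381 to 0.460) and osa-miR12479 in 2 (0.469 and 0.500). In shoot, the ratio of osa-miR12478 lies below 1 under 2 of the 6 other scalings and that of osa-miR12481 under 4.

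**Figure D2:**
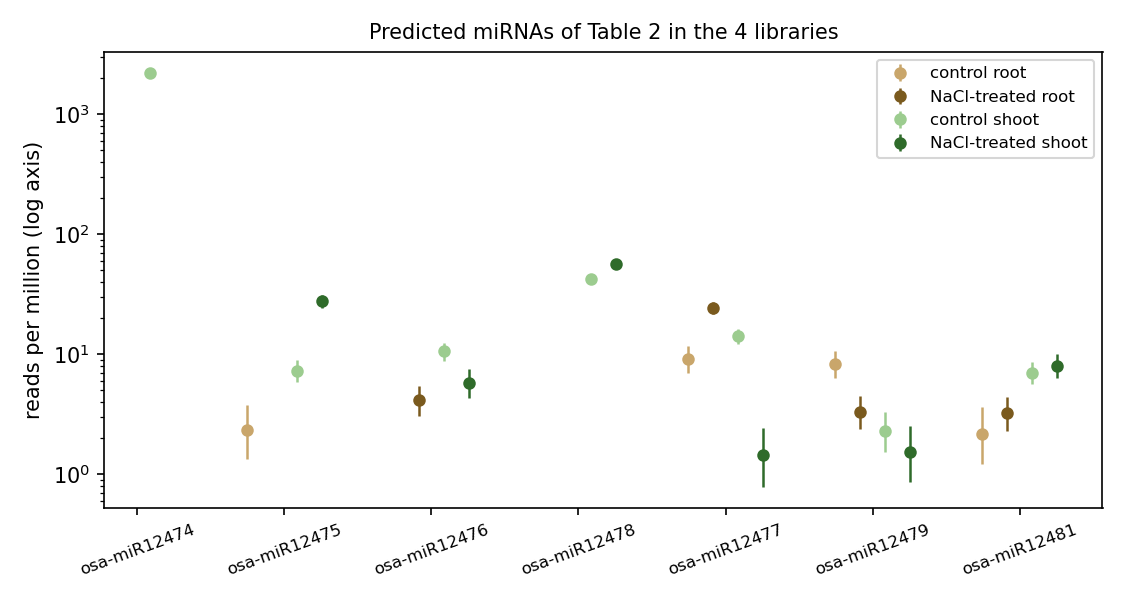
RPM, on a log axis, of the 7 listed predicted miRNAs of Table 2 in control root, NaCl-treated root, control shoot and NaCl-treated shoot (1 library each). Bars are exact Poisson 95% intervals, and a missing point means that the sequence was not among the entries analysed here; osa-miR12474 stands at 2212 RPM in control shoot, and the next highest point is osa-miR12478 in NaCl-treated shoot, at 56.2 RPM.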

For several of them the miRNA* sequences were found to be present with miRNA/miRNA* mismatches varying from 3–5 (Table 2).

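miRNA* reads accompanied 3 of the 7 listed predicted miRNAs of Table 2. osa-miR12474 had 55 miRNA* reads of 12 sequences in CS, beside the abundant mature sequence. osa-miR12477 had 4 miRNA* reads in CR and 14 in TR, and none was recorded for it in the shoot lists. osa-miR12475 had 1 miRNA* read in CS. No miRNA* read was recorded for osa-miR12476, osa-miR12478, osa-miR12479 or osa-miR12481. Over whole lists, miRNA* reads were recorded for 40 entries in CR, 62 in TR, 74 in CS and 86 in TS.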

**Table 2:** The novel miRNAs predicted by alignment of the sRNA sequences with rice genome database and confirmed for their expression by Northern in root and shoot tissues of the seedlings of *O*. *sativa* cv. Pokkali along with the relevant values/information of the basic bioinformatics criteria qualifying them as miRNAs. MFE- Minimum Free Energy, MFEI- MEF index.

Novel miRNAs	Sequence	Maximum abundance in tissue in reads per million (RPM)	Length (nt)	miRNA*	miRNA/miRNA* mis-matches (nt)	Pre-cursor Length (nt)	A+U (%)	MFE (Kcal/mol)	MFEI
osa-miR12474	GCCCCGCGTCGCACGGATTCGT	2212.9	22	CTGAATCCTTTGCAGACGACT	4	127	37.0	-57.33	0.71
osa-miR12475	ACCGAGGCGCGTCAATTGCTG	27.54	21	AATGACGCAGCTTATGAGGTT	4	175	46.3	-67.7	0.72
osa-miR12476	ATTAATAGGGACAGTCGGGGGC	10.52	22	NO		114	61.4	-34.9	0.81
osa-miR12478	CGGGGATGGAGCGACAGAAGCA	56.22	22	NO		100	51.2	-34.1	0.67
osa-miR12477	TTGAGTGCAGCGTTGATGAACC	24.33	22	TTCACCAGCACTGCACCCAATC	3	129	38.0	-56.7	0.90
osa-miR12479	TTAGTTCACATCAATCTTCCT	8.27	21	NO		99	55.6	-58.9	1.34
osa-miR12480	CAGCCCCGCGTCGCACGGATTCGT	15.10	24	GGCTGAATCCTTTGCAGACGACTT	6	127	37.0	-56.33	0.71
osa-miR12481	TATTATAAGACGTTTTGACT	7.98	20	NO		115	71.3	-53.6	1.62
osa-miR12482	AGCAAGATATTGGGTATTTCTTTT	0.72	24	CTAGAAATACCCAATATCTTGCTG	3	70	71.4	-34.4	1.72

### Northern blot analysis of the novel miRNAs

The results of the Northern for the novel miRNAs revealed great variation in their tissue-specificity as well as salt responsiveness in expression (Fig 2, S4 File). Among the novel miRNAs found expressing in the seedlings, osa-miR12475, osa-miR12476 and osa-miR12479 expressed only in root (Fig 2). Expression of the other miRNAs, like osa-miR12474, osa-miR12477, osa-miR12478, osa-miR12480, osa-miR12481 and osa-miR12482 was found both in root and shoot. Among the miRNAs that expressed only in root, the expression of osa-miR12475 and osa-miR12479 decreased both in Pokkali and Badami in response to NaCl. The decrease in expression of osa-miR12479 in response to the salt treatment was, however, much more in Badami compared with that in Pokkali. In oppose to osa-miR12475 and osa-miR12479, the expression of osa-miR12476 increased in response to the salt treatment in both Pokkali and Badami. Among the novel miRNAs showing expression in both root and shoot, the expression of osa-miR12478 was more prominent in root than in shoot, while the expression of osa-miR12477 was more prominent in shoot than in root in both Pokkali and Badami. The expression of osa-miR12478, however, decreased in shoot in both Pokkali and Badami in response to the NaCl application, in contrast to osa-miR12477, which showed NaCl-induced upregulation in expression in both root and shoot of both the varieties. In contrast to osa-miR12477 and osa-miR12478, osa-miR12474 showed differential expression pattern, particularly in shoot where its expression was upregulated in Badami, but downregulated in Pokkali in response to the salt treatment. In root the expression of osa-miR12474 decreased both in Pokkali and Badami in response to the salt treatment, comparatively more in the latter than in the former. Unlike osa-miR12474, osa-miR12478 showed upregulation of expression in root in Pokkali and downregulation of expression in shoot in Badami in response to the salt treatment. Thus, osa-miR12474 and osa-miR12478 showed opposite expression pattern in root and shoot of the two rice varieties in response to the salt treatment. The expression of osa-miR12481 showed a pattern of decrease in shoot and increase in root both in Pokkali and Badami in response to the salt application with shoot showing a greater decrease in Pokkali than that in Badami. The miRNAs osa-miR12480 and osa-miR12482 showed similar response to the salt application in Pokkali; their expression increased both in root and shoot. Their response to salt application was different for root and shoot in Badami; the expression of osa-miR12480 increased in shoot and decreased in root, whereas that of osa-miR12482 decreased in shoot and increased in root.

**Fig 2:**
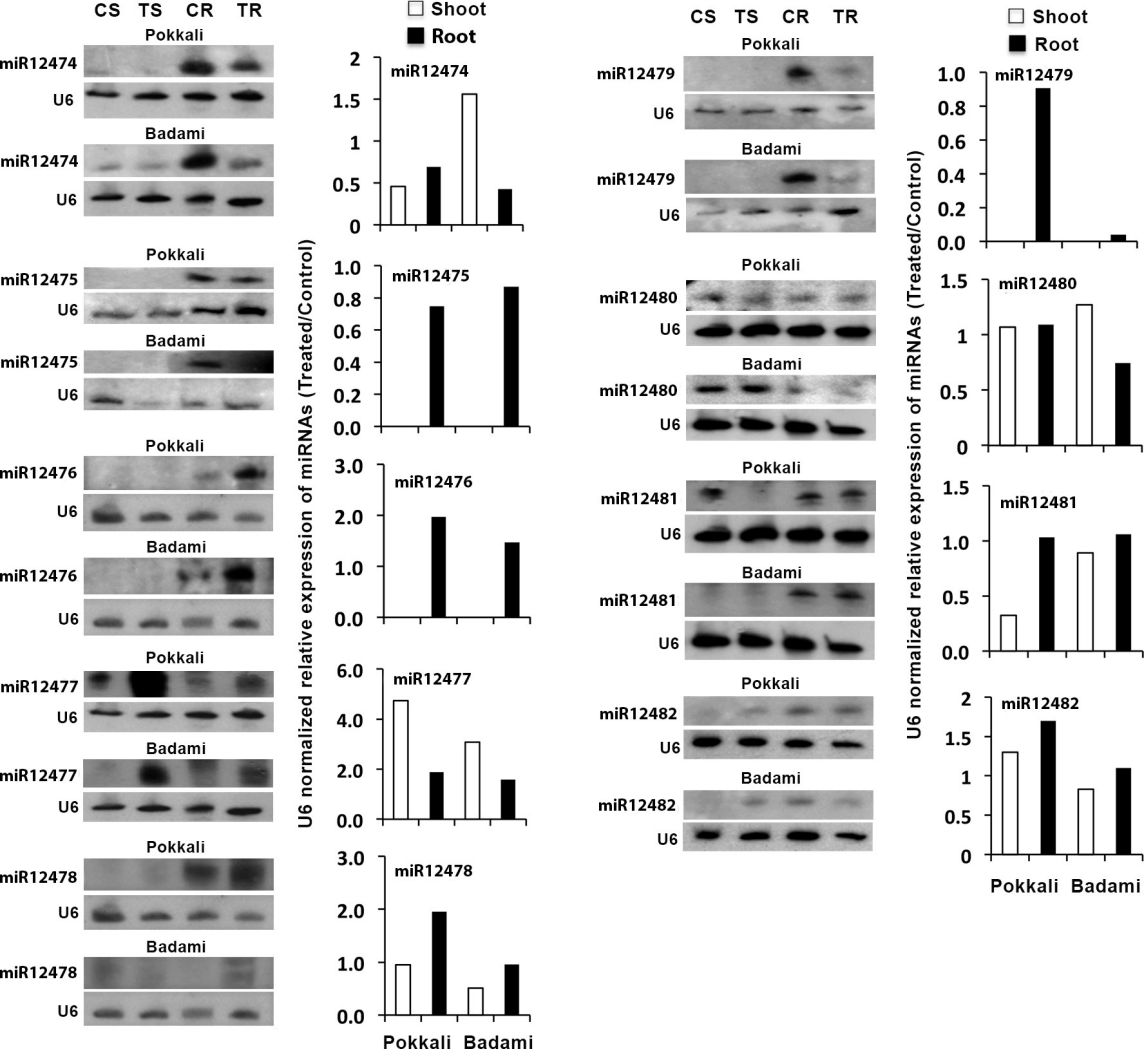
Northern blots showing expression of the novel miRNAs. Other details as in Fig 1.

### Northern blot analysis of novel miRNAs in halophytes

The possible involvement of the novel miRNAs in salt tolerance was tested by looking at their expression in two halophytes, *O*. *coarctata*, a wild rice, and *S*. *maritima*, a plant growing along sea shore (Fig 3, S6 File). Expression of seven out of the nine novel miRNAs, including miR12475, miR12478, miR12481, miR12482, miR12477, miR12479 and miR12480, could be detected in the wild rice *O*. *coarctata* (Fig 3). The expression of miR12475 and miR12477 was upregulated in response to salt application in *O*. *coarctata*, although the upregulation of miR12475 was only a little compared to that of miR12477. The expression of miR12478, miR12479, miR12480, and miR12481 on the other hand was downregulated greatly in the plant upon salt treatment. The expression of miR12482 also showed a little down regulation in response to the salt treatment. In contrast to *O*. *coarcata*, however, only two of the novel miRNAs, miR12477 and miR12482 expressed in the halophyte *S*. *maritima* grown in absence of NaCl (control), and their expression increased slightly in response to the salt application, similar to that in *O*. *coarctata* (Fig 3).

**Fig 3:**
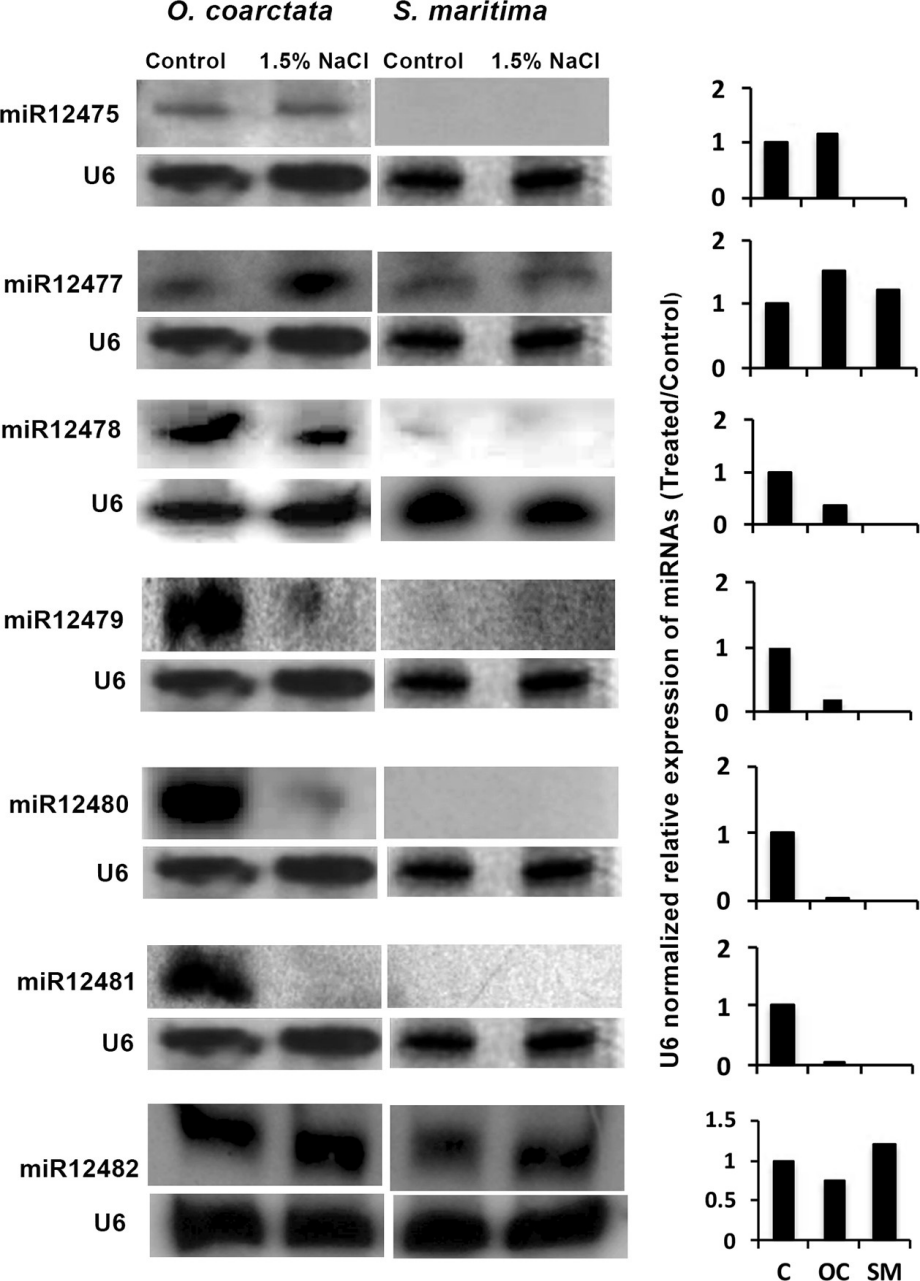
Northern blot showing expression of the novel miRNAs in the shoot tissue of control (C) and 256 mM NaCl treated (T) *Oryza coarctata* (OC) and *Suaeda maritima* (SM). NaCl treatment was for 9 h. U6 served as internal control. The right panel shows the relative expression of the miRNAs in the treated over control after normalization of the band intensity with U6.

### Validation of target cleavage by 5’RACE, RT-qPCR and dual-luciferase assay

The targets of all the novel miRNAs validated for expression by Northern were predicted using the online software (S7 File). However, since only the novel miRNAs osa-miR12482 and osa-miR12477 expressed in the halophyte *S*. *maritima*, their target genes were experimentally determined by 5’RACE. Cleavage of three targets, including monocopper oxidase-like protein (*MCO*), L-ascorbate oxidase (*LAO*), and *Myb* could be confirmed by RLM-RACE. *LAO* and *MCO* were targeted by miR12477 and *Myb* by osa-miR12482 (Fig 4). The cleavage of the targets by the miRNAs was validated further by dual-luciferase assay (Fig 5). Significant decrease in F-luciferase to R-luciferase activities ratio was obtained for the target miRNA sequences (Fig 5A) suggesting that *LAO* and *MCO* were targeted by osa-miR12477 and *Myb* was targeted by osa-miR12482. The result was also supported from decrease in expression of F-luciferase in response to the salt treatment (Fig 5B). Expression studies of *LAO* by RT-qPCR showed decrease in its expression in both Pokkali and Badami upon NaCl treatment, comparatively more in the latter than in the former (Fig 6). The expression of Myb, however, showed an insignificant change in Pokkali, but significant increase in root in Badami in response to the salt treatment.

**Fig 4:**
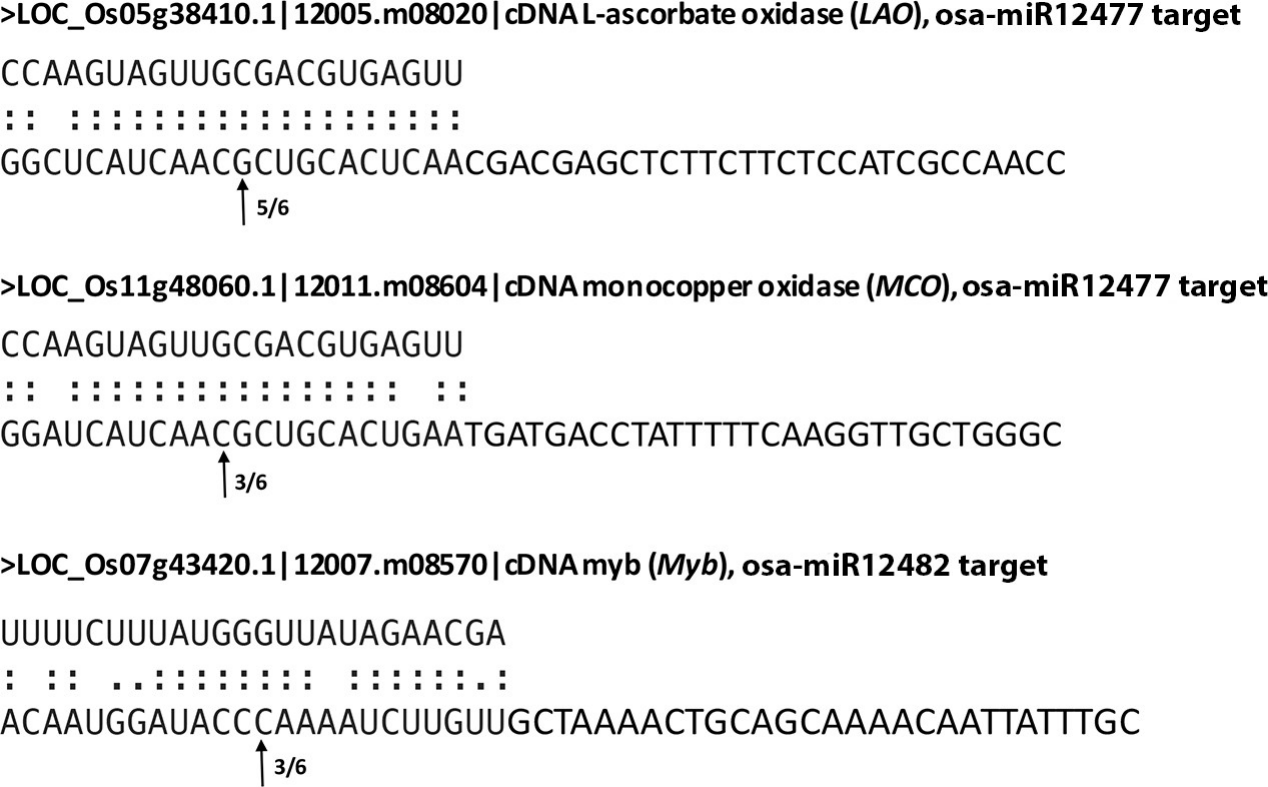
The cleavage points of L-ascorbate oxidase (*LAO*) and monocopper oxidase (*MCO*) targeted by the novel miRNA osa-miR12477, and of *Myb* targeted by the novel miRNAs osa-miR12482. The cleavage points, indicated by arrows, were obtained by cloning and sequencing of the 5’RACE PCR products. The numbers against each arrow indicate the number of clones that were having cleavage point, i.e. the insert ligated to the 5’ adaptor out of the total number of the clones of the PCR products sequenced.

**Fig 5:**
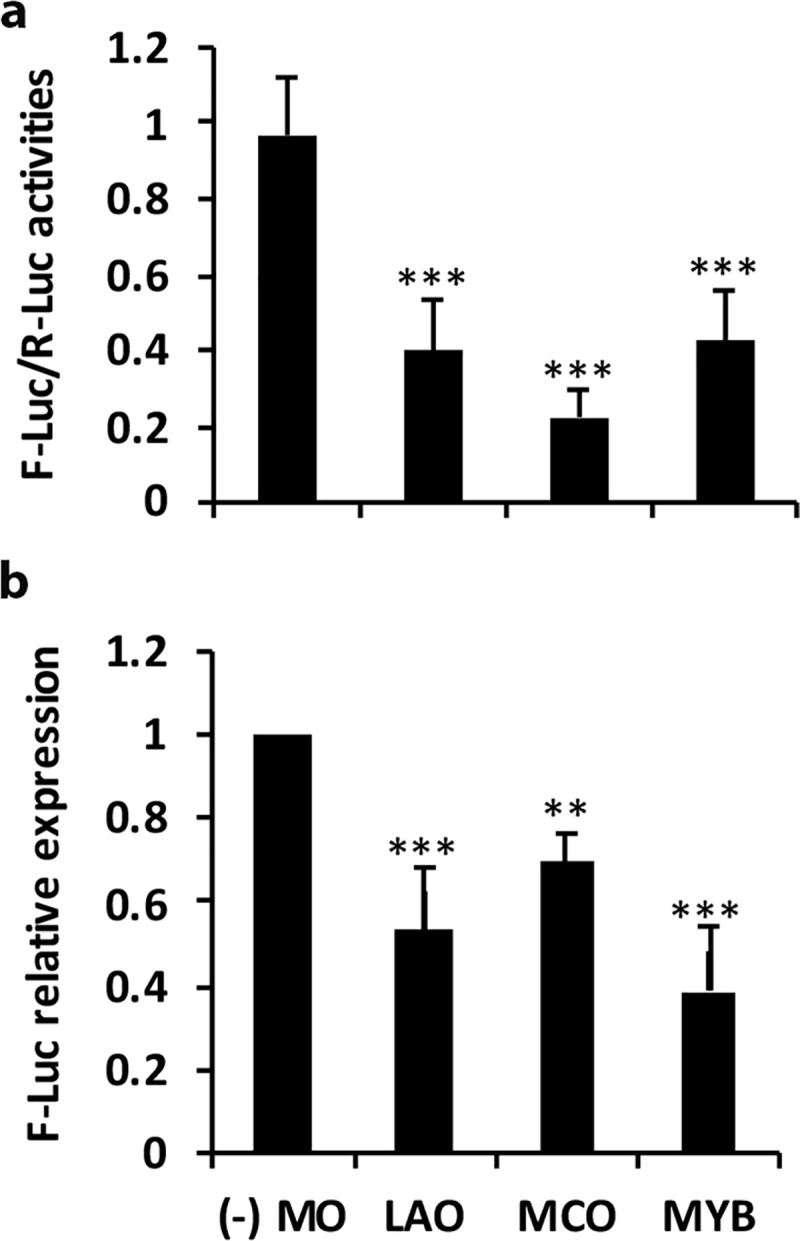
Dual-luciferase assay for the validation of the target cleavage. The target sequence of the miRNAs in the three gene products, i.e. L-Ascorbate oxidase (*LAO*), monocopper oxidase (*MCO*), and *Myb* were introduced individually in the 3’UTR of luciferase (Addgene ID 55206). These constructs served as 3’UTR sensor. Construct was also made for overexpression of osa-miR12477 and osa-miR12482 by introducing their hairpin region flanked with 100 bp upstream and downstream sequences separately into Addgene ID 55208 vector. These were termed miRNA overexpressor. The 3’UTR sensor and miRNA overexpressor were then individually introduced into *A*. *tumefaciens* strain LBA4404. Nine leaves in taking three plants were infiltrated with equal volumes of miRNA overexpressor and 3’UTR sensor. Leaves were also infiltrated only with 3’UTR sensor, referred as (-) MO. These leaves were collected after 48 h and Renilla (R) and Firefly (F) luciferase assays were performed. The ratio of F-Luc/R-Luc activities for the individual 3’UTR sensor and miRNA overexpressor pairs were calculated and presented (a). Parallelly RNA was also extracted from the infiltrated leaves. RT-qPCR was performed for R-luciferase and F-luciferase using primers against these transcripts to see the relative expression of F-luciferase using the expression of R-luciferase as reference (b). The data are mean ± sd of assays in nine individual samples. The asterisk, ** or *** marked against the individual genes indicates that their activities/expressions in the leaves infiltrated with both 3’UTR sensor and miRNA overexpressor for the individual gene and miRNA pairs were significantly less than in the leaves infiltrated only with 3’UTR sensor at p ≤ 0.01 and p ≤ 0.001, respectively.

**Fig 6:**
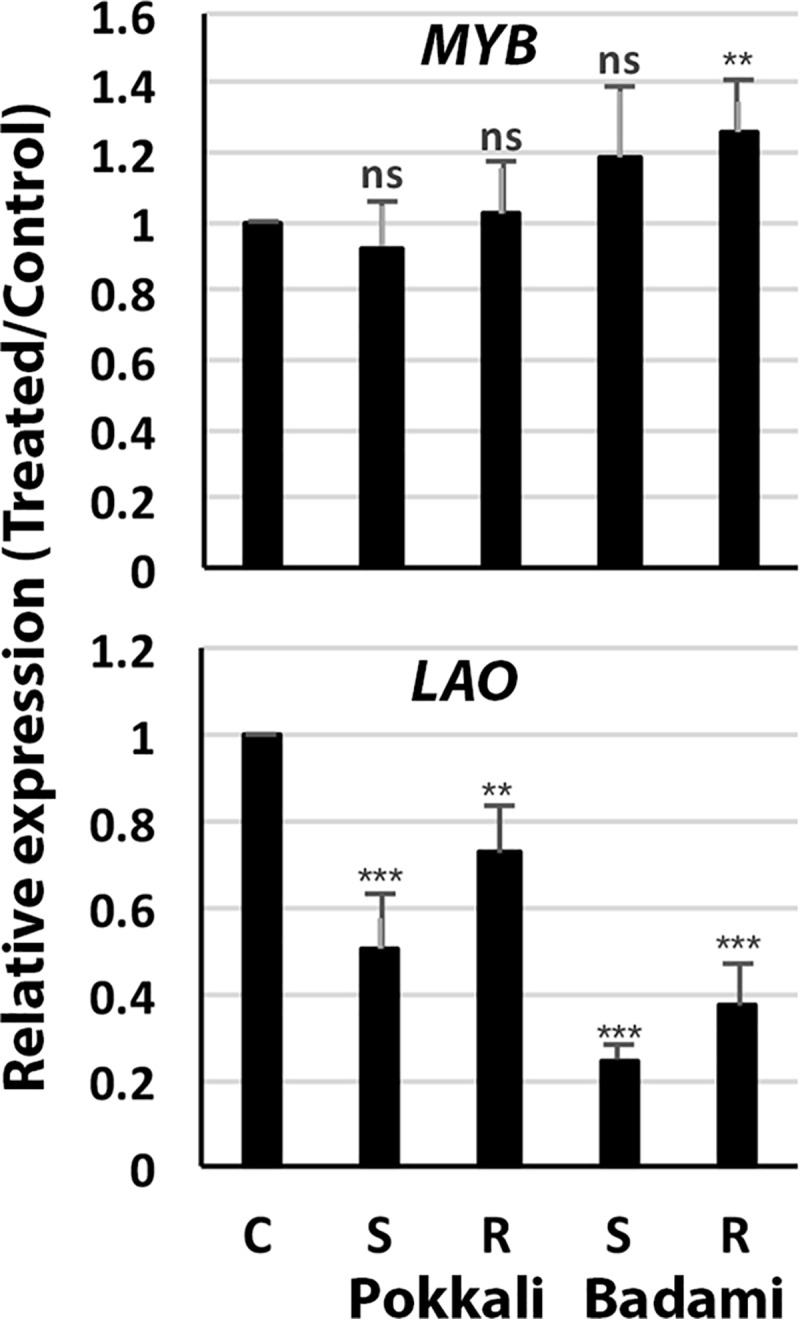
Changes in expression of *LAO* and *Myb* in shoot (S) and root (R) tissues of *O*. *sativa* cv. Pokkali and *O*. *sativa* cv. Badami upon exposure to 256 mM NaCl for 9 h on the 9^th^ day of germination. The expression was measured by RT-qPCR and expressed as relative value in the treated samples over the control ones considering actin as the reference gene. LAO- L-Ascorbate oxidase, Myb- Myb transcription factor.

### ROS accumulation studies

DAB treatment revealed high level of accumulation of reactive oxygen species (ROS) in the leaves of both Pokkali and Badami in response to 256 mM NaCl treatment (Fig 7). However, the accumulation was much greater in the salt-sensitive Badami compared with that in the salt-tolerant Pokkali.

**Fig 7:**
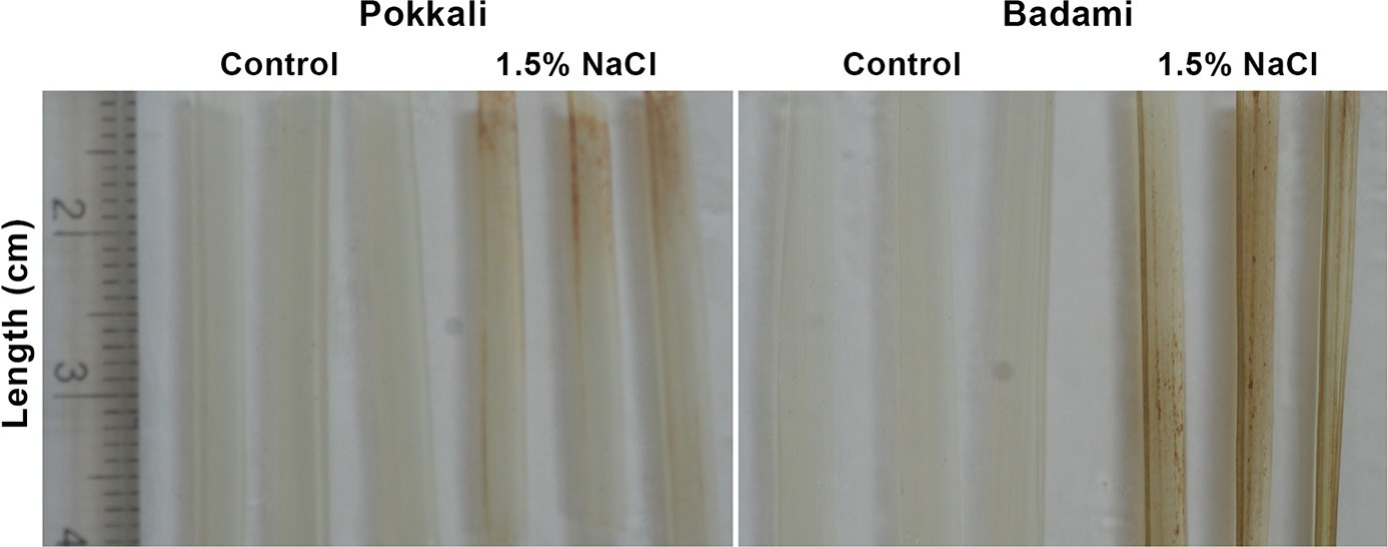
Influence of NaCl treatment on accumulation of H_2_O_2_ (ROS) in the leaves of salt-tolerant *O*. *sativa* cv. Pokkali and salt-sensitive *O*. *sativa* cv. Badami. The leaves of the control seedlings and those treated with 256 mM NaCl for 9 h on the 9^th^ day of germination were harvested and processed for DAB staining for the detection of ROS accumulation. Three leaves each from the control and NaCl treated seedlings of both Pokkali and Badami were considered for DAB staining.

### In situ expression studies of osa-miR12477

In-situ PCR was performed in order to understand the spatial distribution of osa-miR12477 targeting *LAO*. The sections showed expression of the miRNA mostly in the mesophyll tissues, and the leaf section from the NaCl treated seedling showed a greater staining compared to that from the control one (Fig 8). The negative controls (minus the stem-loop RT primer) did not show any staining.

**Fig 8:**
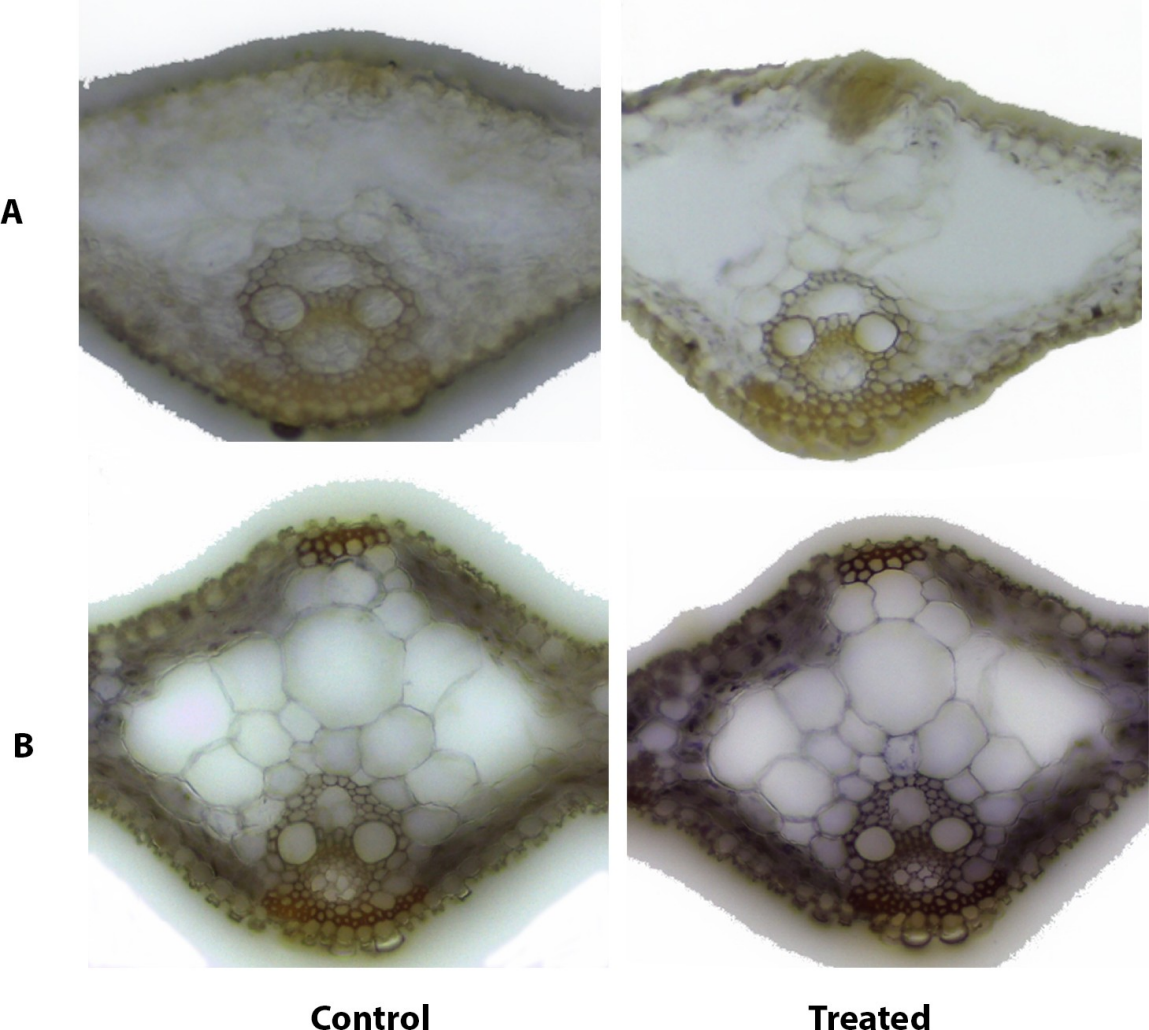
In situ PCR for the localization and expression studies of osa-miR12477. Paraffin embedded leaves of the control (C) and 256 mM NaCl treated (T) Pokkali seedlings were sectioned (60 μm) on a microtome, processed to remove the paraffin, osa-miR12477 was reverse transcribed using miRNA specific primer and amplified with miRNA specific stem-loop forward primer and universal reverse primer using high fidelity Taq polymerase with dig-11-dUTP (Roche). The section was probed with anti-DIG-AP-Fab fragment and the miRNA expression was visualized using BM-purple substrate (Roche) on a light microscope. The leaf sections of both control (C) and NaCl treated (T) seedlings were processed without (A) and with (B) osa-miR12477 specific stem-loop primer.

## Discussion

Regulation of gene expression by miRNAs has emerged as an important molecular process determining functioning of several metabolic pathways, including the biochemical events involved in salt tolerance in plants [20,21,40]. This is also reflected from the changes in the frequency of non-redundant reads (S1 File) and the number of unique reads representing miRNAs (Table 1) in both root and shoot in response to challenge of the Pokkali rice seedlings with 256 mM NaCl. 

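The predicted lists of control and treated libraries overlapped in part. In root the shared predicted sequences were 24.2% of those in CR and 11.1% of those in TR, and in shoot 20.3% of those in CS and 23.5% of those in TS. With at least 10 reads required the overlap was larger, at 10 of 21 in CR and of 24 in TR, and at 15 of 39 in CS and of 31 in TS. Across tissues, CR and CS shared 27 predicted sequences, and TR and TS also shared 27. Only 10 of the 730 distinct predicted sequences, osa-miR12477, osa-miR12479 and osa-miR12481 among them, were listed in all 4 libraries, and 85.3% were listed in a single library. Counted by overlapping precursor loci in place of identical sequences, CR and TR shared 37.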

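The listed sequences summed to 4828 RPM in CR (exact Poisson 95% interval 4777 to 4881) and 3298 RPM in TR (3266 to 3331), and to 4635 RPM in CS (4598 to 4672) and 3166 RPM in TS (3131 to 3201). miR166 made up most of the root total, with 4296 RPM in CR and 2829 RPM in TR. In shoot, osa-miR12474 was listed in CS and not in TS, while miR168 was listed in TS, at 1017 RPM, and not in CS. The conserved sequences of shoot together had 2167 RPM in CS and 2877 RPM in TS, and the RPM of miR168, listed in TS alone, exceeds that difference, so the other conserved sequences together had less in TS than in CS. Among these, miR166 went from 1459 RPM in CS to 772 in TS and miR156 from 261 to 137. In contrast, miR1425 went from 249 to 681 RPM and the remaining conserved sequences from 198 to 270. Of the 32 conserved sequences listed in both shoot libraries, 22 had a ratio above 1. The predicted sequences of root together had 145 RPM in CR and 159 RPM in TR. The reads used for prediction were 32.4% of the raw reads in CR, 53.9% in TR, 53.6% in CS and 44.3% in TS. When the listed counts were divided by raw reads, the ratio of treated to control was 1.14 in root (1.12 to 1.15) and 0.565 in shoot (0.557 to 0.573), against 0.683 in each tissue with the reads used.

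**Figure D3:**
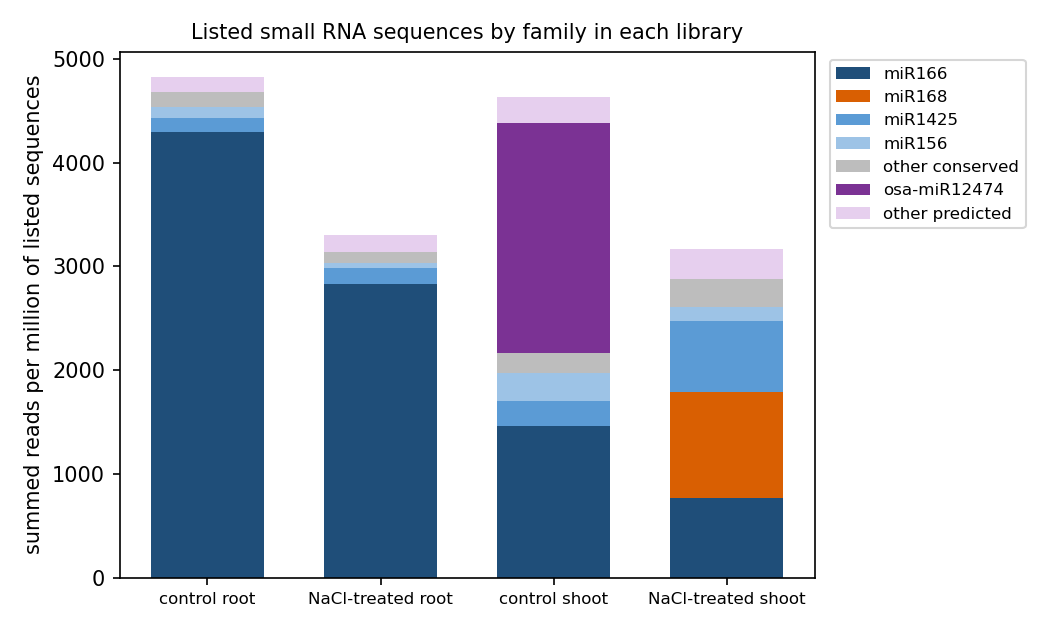
Summed RPM of the distinct listed sequences in control root, NaCl-treated root, control shoot and NaCl-treated shoot (1 library each), split into miR166, miR168, miR1425, miR156, other conserved sequences, osa-miR12474 and other predicted sequences. A group without a bar was not among the entries analysed here; miR166 fills most of both root bars, osa-miR12474 stands in control shoot and miR168 in NaCl-treated shoot.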

Besides, the response of root and shoot to the NaCl exposure also differed, as is reflected from the changes in the predictable miRNAs reads per million; it increased in root but decreased in shoot, suggesting that the changes in the metabolism operational in root and shoot in response to the salt treatment might be different. The same is also reflected form the response of the total miRNAs expression in the two tissues (Table 1, S2 File). Furthermore, a much greater percentage of the unique sRNAs in 24-nt length category than in 21-nt length category (S1 File) suggested the presence of DCL3 action that matures 24-nt sRNAs in angiosperms, unlike in conifers that lacks DCL3 [41], and that these might be derived from transposons and retrotransposons constituting as much as 75% of the total genome with diverse sequences [42], unlike the 21-nt sRNA representing canonical miRNAs [43,44]. In addition, a low percentage of 20–22 nt unique sRNA sequences together with high sequence redundancy in comparison to that of 24-nt unique sequences (S1 File) is indicative of derivation of 20–22 nt sequences from a much lower number of genetic loci representing highly expressing genes, and hence these could be actively involved in regulation of gene expression, most likely as miRNAs [43]. 

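Of the 19 conserved sequences listed in all 4 libraries, 7 had a ratio below 1 in root and above 1 in shoot, a pattern that miR159 alone of the 7 keeps under all 6 other scalings, and miR398 had the reverse. miR319, which targets TCP transcription factors, had a log2 ratio of -0.62 in root, a value above 0 under 3 of the 6 other scalings, and 1.71 in shoot. For miR159, which targets MYB mRNAs, the values were -0.75 in root and 1.06 in shoot. The 2 tissues differed by at least 1 on the log2 scale, with a counting interval that excluded 0, in 10 of the 19: 9 had the higher ratio in shoot, and miR398 the higher ratio in root. With raw reads as the denominator, 2 had the higher ratio in shoot and 3 in root. The paper reasons from opposite directions in root and shoot, and proposes that salt changes metabolism differently in the 2 tissues.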

With regard to influence of salinity on sRNA population, the increase in frequency of the unique sequences in root in response to NaCl suggested that the processes leading to accumulation of sRNA are hastened in presence of NaCl, although all of these might not be miRNAs [44].

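The 33 conserved sequences of root belonged to 21 families and the 44 of shoot to 32 families. This gives 1.57 sequences per family in root and 1.38 in shoot. miR166 was the largest family with 5 sequences, followed by miR167 with 4. Counted by locus in place of sequence, a count chosen after the data were seen, there were 2.90 per family in root and 2.31 in shoot, since miR156 and miR166 come from many loci.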

The family diversity of miRNAs observed in the current study in terms of the number of miRNAs vis-à-vis the number of miR-families to which they belong, which is approximately 1.7 for shoot and 3.2 for root (S2 File, S3 File), is similar to that obtained in species like *Citrus trifoliate*, *Brassica napus*, cucumber, potato and water melon showing ratio ranging from 1.5 to 2.0 [45–49]. Such low diversity is expected for a plant species with known genome unlike that in plant species with unknown genome, like *Avecinia marina* and *S*. *maritima* showing miRNAs to miR-families ratio of 5.0 or more [21,38]. However, the number of conserved miRNAs found was only 49, and those already reported from rice were only 39 (S8 File), which is in contrast to the reports of presence of as many as 738 miRNAs from rice in miRBase 22.1, suggesting that their expression varies greatly depending upon the cultivar/varieties and growth stage. Moreover, identification of precursors of as many as 10 conserved miRNAs in the rice genome, not reported before, suggested that the miRNAs database for rice is still not saturated. This is also reflected from the fact that the precursors of at least two novel miRNAs, sma-miR5 and sma-miR6, identified in a halophyte *S*. *maritima* were found to be present in rice and matured miRNAs were salt-responsive [21].

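Among the entries analysed here were 53 distinct conserved sequences, of which 47 stand in the S3 File with the same sequence. The 6 others were a miR160 sequence, a miR164 sequence, TCGGACCAGGCTTCATTCCC of miR166, a pair of miR167 sequences and TGGAAGGGGCATGCAGAGGAG of miR528. The last, the 5p arm of miR528, had 7 reads in CR and 20 in TR, and its ratio of 1.62 (0.659 to 4.54) did not meet the rule, while it is called higher in TR under 3 of the 6 other scalings (2.59 to 2.70). Abundance varied widely among the conserved sequences. The median was 26 reads in CR, 60 in TR, 32 in CS and 68 in TS, and those with fewer than 10 reads numbered 10, 5, 8 and 6.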

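The S5 File lists 18 precursors of this kind with 10 mature sequences, and each of the 18 was matched here by sequence, chromosome and start to at least 1 list. They include 6 loci of miR166 and 4 of miR156, and pairs of loci of miR167 and miR319. Of the 18, 7 were listed in all 4 libraries, such as the miR529 locus on chromosome 2 (16227807 to 16227827, IRGSP-1.0), with 24 reads in CR, 33 in TR, 101 in CS and 145 in TS. The miR164d locus on chromosome 2 (33143575 to 33143595) was listed in CR alone, with 2 reads. Because a mature sequence shared by several loci carries the same count at each, these reads cannot be assigned to a single precursor.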

The presence of salt seems to favour the growth of Pokkali. This is reflected from the salt-induced downregulation observed in the NGS result (S2 File) in shoot of the members of miR396, like miR396a/b, which targets Growth Regulator Factors (GRFs) promoting cell proliferation during leaf development [50]. However, the salt-induced appearance of one of the member of the family, miR396g/h, is in opposed to its salt-mediated suppression in *Salicornia europea*, but of course on long-term (7 d) treatment [37]. Hence, the salt-induced appearance of mir396g/h in short-term exposure in the present case (S3 File) might be to downregulate ubiquitin-specific proteases (UBPs), the target of miR396g/h [51], to promote ubiquitin mediated degradation of the undesired proteins during the initial period of salt stress. In contrast to others, the members of miR167 has been reported to be drought responsive [52], and Kinoshita et al. [53] have reported their downregulation under high osmotic stress, in agreement with the present observation in shoot (S2 File) considering the fact that salt application also creates physiological dryness like situation, at least during the initial phase of treatment. Moreover, the targets of mir167, like ARF and IAA-Ala, have also been reported to accumulate under drought or osmotic stress [53,54]. It is well established that ARF class of transcription factors regulates diverse metabolic and developmental process under abiotic stress for the benefit of the plant [39,55], and downregulation of miR167f in response to NaCl application in the root and shoot tissues of Pokkali, but not in Badami (Fig 1), might be enabling Pokkali to tolerate salinity better than Badami. 

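The sequence TTCCACAGCTTTCTTGAACTT, among whose names in the S3 File are miR396a and miR396b, was lower in TS, with 571 reads in CS and 179 in TS, a ratio of 0.421 (0.354 to 0.499), a call that ends with the sum of listed reads (0.616). The other sequence named miR396a/b there, TTCCACAGCTTTCTTGAACTG, had 10 and 11 reads and a ratio of 1.48 (0.570 to 3.88), which did not meet the rule. Summed over the family, the ratio in shoot was 0.467. In root the sequence TTCCACAGCTTTCTTGAACTT had 6 reads in CR and 2 in TR, a ratio of 0.189 (0.0187 to 1.06) whose interval includes 1.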

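miR396g/h, of sequence TCCACAGGCTTTCTTGAACGG, had 12 reads in TS, or 1.23 RPM. It was not among the entries analysed here for CS, CR or TR. Since a list holds only sequences that passed the hairpin prediction, no fold was computed.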

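The more abundant miR167 sequence of shoot, TGAAGCTGCCAGCATGATCTGA, had 616 reads in CS and 239 in TS, a ratio of 0.521 (0.447 to 0.606) that did not meet the rule, while it is called lower in TS under 5 of the 6 other scalings (0.364 to 0.487). TGAAGCTGCCAGCATGATCTA was higher in TS at 2.05-fold (1.14 to 3.73), on 21 and 32 reads. This call holds under 1 of the 6 other scalings. The family as a whole had a ratio of 0.571 in shoot and is called lower under 4 of the 6 other scalings (0.399 to 0.482). In root, TGAAGCTGCCAGCATGATCTG, named miR167f among others in the S3 File, had 96 and 148 reads, a ratio of 0.876 (0.673 to 1.14), which lies above 1 under all 6 other scalings.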

Downregulation of miR159a in root and shoot of Pokkali in response to NaCl, similar to that of miR167f, is also reflective of greater tolerance of the cultivar compared to Badami in which miR159a was upregulated, at least in shoot (Fig 1). This is because miR159 targets Myb transcription factors [39,55,56] that participate in diverse biological processes, including defense and stress responses in plants [39,55,57,58]. In fact, overexpression of *Myb* transcription factors of several plants, like *AmMYB1* and *TaMyb73*, have been shown to improve salt tolerance in tobacco and *Arabidopsis*, respectively [59,60]. In addition, the salt-induced upregulation of the miRNAs targeting transcription factors could be equally important in providing resistance to salinity to the plant [39]. This is reflected from the upregulation of miRNA164a/b/f, miR319a, miR169c and 172a (S2 File, S3 File) targeting *NAC*, *TCP*, *NF-YA* and *AP2/EREBP* domain protein, respectively. It has been seen that overexpression of *NAC* leads to downregulation of several drought-responsive genes, suggesting *NAC* to function as negative regulators of drought tolerance [61]. Similarly, *NF-YA* has been seen to function as negative regulators of salt tolerance, as overexpression of *GmNFYA3* in soybean increases its sensitivity to salinity [62]. 

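In shoot all 4 were called higher in TS. miR169 sequence TAGCCAAGGATGACTTGCCT, whose names in the S3 File include miR169c, was 8.35-fold higher (6.28 to 11.3, on 56 and 348 reads), and CAGCCAAGGATGACTTGCCGG, which also carries that name, 3.69-fold higher (1.09 to 15.9, on 4 and 11 reads). miR319a was 3.27-fold higher (1.79 to 6.28), miR172a 3.22-fold (1.49 to 7.55) and miR164a/b/f 2.43-fold (1.28 to 4.80). The miR319a call rests on 16 and 39 reads. A more abundant predicted sequence, which is miR319a with an extra first base, had 81 reads in CS and 73 in TS. Its ratio of 1.21 (0.870 to 1.68) did not meet the rule. miR164a/b/f lost its call under 2 of the 6 other scalings and CAGCCAAGGATGACTTGCCGG under 4. In root, miR319a had 268 reads in CR and 308 in TR and a ratio of 0.653, which turns to 1.09 with raw reads, and miR169 sequence TAGCCAAGGATGACTTGCCT had a ratio of 1.08 (0.500 to 2.49); neither met the rule.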

Low level of TCP on the other hand increases cell proliferation [63,64], and hence decrease in its level because of salt-induced upregulation of miR319a might be helpful for the plant to maintain cell division and cell growth under the short period of salt stress condition. Similar to TCP, the target of miR172a, AP2/EREBP domain protein SSAC1, is beneficial to plant at low level with regard to salt tolerance, as it functions as transcriptional repressor [65]. The overexpression of miR172a in fact improves salt tolerance in soybean [65]. The members of the family miR172 have also been found to be salt responsive in the wild rice *O*. *coarctata* and the African rice *O*. *glaberrima* [39,55], similar to this study.

Although the current database of plant miRNAs for rice is quite rich, it is going to increase further with the discovery of the miRNAs expressed only under certain environmental conditions, stage of development or in specific cultivars/varieties. This is evident from the present finding of at least nine novel miRNAs (Table 2), including five with miRNA* sequence. Although detection of miRNA* adds weight to the authenticity of the predicted miRNA candidates, mostly these may not be detected in sequencing as these are degraded soon after being exported to cytosol, and this makes their abundance in cell much lower than that of their corresponding mature miRNAs [25]. The negative MFE of the precursor miRNAs varied significantly  with a range of -34.1 kcal/mol to -58.9 kcal/mol, which are much lower than the values of the tRNA and ribosomal RNA [66]. The  mean MFEI value of the precursors was higher than 0.64, the MFEI of tRNAs, the maximum among the known RNAs, reflecting that these newly identified miRNAs were likely to be miRNAs precursors, and not any kind of non-coding RNAs [67]. 

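Over the 7 listed miRNAs of Table 2 the mean MFEI was 0.968. osa-miR12478, osa-miR12474 (0.713) and osa-miR12475 (0.720) were closest to 0.64. Values above 0.64 were common to the predicted hairpins as a whole: 97.2% of the predicted hairpins in CR, 97.3% in TR, 98.9% in CS and 97.4% in TS exceeded it. The median MFEI was 1.08, 1.02, 1.27 and 1.14 for predicted hairpins of CR, TR, CS and TS, and 1.03, 1.02, 1.06 and 1.02 for conserved ones.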

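The hairpins of the 7 listed miRNAs were 99 nt (osa-miR12479) to 175 nt (osa-miR12475) long. At the loci of the S5 File, the mature sequence lay in the 5p arm of the precursors of osa-miR12476, osa-miR12477, osa-miR12478 and osa-miR12481, and in the 3p arm of those of osa-miR12474, osa-miR12475 and osa-miR12479. The shortest predicted hairpin in each of the 4 lists was 60 nt.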

Besides, the length of the precursors was greater than the desired length of 60-nt, the miRNAs occupied only one of the arm of the concerned secondary structure, and the mismatches between miRNA/miRNA* duplex was not more than five (Table 2, S5 File), suggesting that the precursors could in fact be diced to mature miRNAs [66]. The A+U contents of the precursors varied from 37% to 71.4% (Table 2), in agreement with the reports available [68,69]. The low abundance of a few of the miRNAs may be questionable as per the criteria of qualification by their number, which is generally 10 or more [70]. However, the abundance of non-conserved miRNAs could be at a low level as these might have only specific function at certain stage of development or environmental condition [71].

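The 7 listed miRNAs of Table 2 each had more than 10 reads in every library that listed them. The lowest counts were 14 reads of osa-miR12477 in TS, 15 of osa-miR12479 in TS, 15 of osa-miR12481 in CR and 16 of osa-miR12475 in CR. Over all distinct predicted sequences, these 7 included, the median was 3 reads in CR and 2 reads in TR, CS and TS, and 88.6% of the distinct predicted sequences of TS had fewer than 10 reads. For osa-miR12479 in TS the exact Poisson 95% interval ran from 0.860 to 2.53 RPM.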

Salt-responsiveness of the novel miRNAs considered for validation varied greatly not only within the variety/cultivar but also between the varieties/cultivars, as revealed by Northern blot analysis (Fig 2) suggesting their varying role is salt tolerance. The downregulation of the novel miRNAs osa-miR12474, osa-miR12475 and osa-miR12479 in roots of both the rice varieties suggested their positive regulatory role in salt tolerance. In contrast to miR12474 and miR12475, the upregulation of miR12476 and miR12477 in roots in response to the salt treatment (Fig 2) suggested that these novel miRNAs might be having negative regulatory role in salt tolerance in the plants working by downregulating the expression of their target gene(s). The result of Northern for miR12478, miR12480, miR12481 and miR12482 (Fig 2) on the other hand revealed that regulation could be negative or positive depending upon the tissue and the varieties/cultivars. However, for all these miRNAs, Pokkali showed an increased expression in root (Fig 2), suggesting that for salt tolerance downregulation of their target was necessary in root. The downregulation of miR12481 and miR12478 in shoot on the other hand suggested that upregulation of their target in shoot might be necessary for salt tolerance in both Pokkali and Badami, although they differ in salt-sensitivity. Moreover, the Northern data also revealed that upregulation of miR12482 and miR12480 in both root and shoot could be very important for salt tolerance, as their level got upregulated in Pokkali in response to NaCl, but their response to NaCl was not uniform in root and shoot of Badami (Fig 2).

Salt responsiveness of the novel miRNAs like miR12477, miR12478, miR12479, miR12480, miR12481 and miR12482 in the wild rice salt-tolerant *O*. *coarctata* (Fig 3), particularly the drastic downregulation of miR12478, miR12479, miR12480 and miR12481 is suggestive of their possible role in salt tolerance. Expression of only miR12477 and miR12482 in *S*. *maritima* suggested that the other miRNAs are conserved mainly in the related species, and that the molecular mechanism regulating the salt tolerance process may differ among species taxonomically placed very apart.

Cloning and sequencing of the RACE PCR products (Fig 4) and luciferase assay (Fig 5) confirmed *LAO* and *MCO* as the targets of osa-miR12477, and *Myb* of osa-miR12482. The importance of Myb transcription factors in diverse biological processes, including defense and stress responses in plants is well known [39,55,57,58]. In fact, overexpression of *Myb* transcription factors of several plants, like *AmMYB1* and *TaMyb73*, have been shown to improve salt tolerance in tobacco and *Arabidopsis*, respectively [59,60]. In contrast, the role of *LAO*, targeted by miR12477, is not well established, although its substrate, ascorbate, is a well-known antioxidant, as it reacts with H_2_O_2_ to break it down into water [72]. The reaction, nevertheless, is facilitated by ascorbate peroxidase [73,74]. Furthermore, it is also well established that oxidative stress is one of the way by which salt produces its toxic effect in plant [74]. Hence, downregulation of *LAO* as a result of upregulation of miR12477 in response to salt application suggests it to be a negative regulator of salt tolerance in plant. The negative relationship between *LAO* expression and osa-miR12477 expression is clearly evident from an increased accumulation of osa-miR12477 (Fig 8) concomitant with decrease in expression of *LAO* (Fig 6) in leaf of Pokkali in response to exposure of the seedlings to NaCl. However, the downregulation of *LAO* may not be the sole factor of salt tolerance in plant as its downregulation in response to salt treatment was significantly greater in the salt-sensitive Badami than in the salt-tolerant Pokkali (Fig 6), but ROS accumulation was more in the former than in the latter at 1.5 NaCl treatment, as revealed by DAB staining (Fig 7). A greater accumulation of ROS in Badami than in Pokkali despite a greater downregulation of *LAO* in the former than in the latter could be because of poor functioning of the enzymes involved in scavenging ROS, like catalase, ascorbate peroxidase and peroxidases [74]. It is well known that salt tolerance is a quantitative trait involving many genes. The result of in situ expression of osa-miR12477 showing an increase in expression of the miRNA in Pokkali in response to NaCl treatment of the seedlings (Fig 8), nevertheless, does support an important role of osa-miR12477 in oxidative stress management in the plant.

## Conclusions

The study thus led to identification of several salt-responsive novel and conserved miRNAs, and expression of several of them could be successfully validated by Northern blot analysis. Among the conserved miRNAs, precursors of several of them were different from those available at miRBase 22.1 for rice, and hence these precursors could be considered as novel (S5 File). Several of the conserved miRNAs expressed only in shoot in response to salt, like miR172a and miR393a, targeting genes encoding proteins like AP2/EREBP and auxin receptor in SCF-E3 ligase indicating the involvement of ethylene and auxin in salt tolerance, and more importantly the modulation of hormonal action and signaling in the salt tolerance process. 

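miR172a had 10 reads in CS and 24 in TS, and miR393, which targets auxin receptor mRNAs, had 69 and 101. Neither was among the entries analysed here for CR or TR. miR393 was higher in TS at a ratio of 1.97 (1.43 to 2.71), just short of the 2-fold threshold. It passes that threshold with the sum of listed reads as denominator (2.88).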

The fact that salt tolerance in plants could be auxin mediated also stems from 1) upregulation of miR171b (S2 File, S3 File), which targets the gene scarecrow-like proteins that negatively regulates GA/auxin action, 2) downregulation of miR167f in shoot in Pokkali (Fig 1) and sma-miR7 in the halophyte *S*. *maritima* [21], both targeting *ARF*, and 3) the reports of accumulation ARF and IAA-Ala under abiotic stress [53,54]. 

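miR171b, of sequence TGATTGAGCCGTGCCAATATC, was called higher in both tissues. In root it was 2.20-fold higher in TR (1.23 to 4.17, on 15 and 58 reads) and in shoot 5.25-fold higher in TS (3.77 to 7.46, on 45 and 176 reads). A further sequence whose names include miR171b-3p, TTGAGCCGCGTCAATATCTCT, had 11 reads in CS and 43 in TS and was also 5.25-fold higher (2.66 to 11.3). These calls stood under all 6 other scalings.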

The second line of miRNA mediated salt tolerance in plants could be through influence on transcription factors regulating expression of genes encoding proteins involved in a wide range of biochemical and physiological processes linked to abiotic stress tolerance without the involvement of plant hormones, like NAC, NFYA, TCP, HD-Zip III and Myb, targeted by miR164a/b/f, miR169c, miR319a, miR166 and miR159a, respectively. 

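The 2 most abundant miR166 sequences differed in root. TCGGACCAGGCTTCATTCCCC was lower in TR, at 0.429 (0.419 to 0.440, on 14659 and 11082 reads), while TCTCGGACCAGGCTTCATTCC had a ratio of 0.885 (0.867 to 0.904) that lies above 1 under all 6 other scalings. In shoot the former was lower in TS, at 0.450 (0.434 to 0.467, and 0.659 with the sum of listed reads), and the latter had a ratio of 0.596, which is called lower under 3 of the 6 other scalings (0.417 to 0.493). The call on the former in root does not hold under any other scaling (0.535 to 0.715). miR159, at TTTGGATTGAAGGGAGCTCTG, had 216 and 226 reads in root, a ratio of 0.594 (0.491 to 0.719), and was 2.09-fold higher in TS (1.82 to 2.41), a call that holds under 1 of the 6 other scalings (1.73-fold with raw reads).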

The study further revealed that the tolerance to salinity could also be a result of mitigation of oxidative damage that abiotic stress generally inflicts in plants [74], as was reflected from 1) a high salt-induced upregulation of the novel miRNA miR12477, comparatively more in Pokkali than in Badami (Fig 2), that targets *LAO* (Fig 5), the enzyme that breaks down the ascorbate, an H_2_O_2_ detoxifying agent, and 2) low accumulation of ROS in the leaves of Pokkali than in the leaves of Badami upon exposure of the seedlings to NaCl, as reflected by DAB staining of the leaves (Fig 7). Thus, salt tolerance process in plant is not only complex, being determined by multiple factors, the involvement of miRNAs increases the complexities further. Nevertheless, a clear understanding of regulatory role of miRNAs in salt tolerance may provide opportunities for biotechnological interventions for improving salt tolerance in the crop cultivar of interest, as it would be possible to target the top biochemical and molecular events determining the salt tolerance.

## Materials and methods

### Plant growth conditions and treatment

Seeds of the salt tolerant *Oryza sativa* L. ssp. *indica* cv. Pokkali [75,76] and salt-sensitive *O*. *sativa* ssp. *indica* cv. Badami [77] were collected from the National Rice Research Institute (NRRI), Cuttack and Orissa University of Agriculture and Technology (OUAT), Bhubaneswar, respectively who maintain the germplasm of the stated rice cultivars. The seeds were surface sterilized, soaked overnight and spread onto a large petri-dish containing moist tissue paper to aid germination. The germinated seeds were grown for 8 days in Hoagland’s medium in a plant growth chamber maintained at 25 ± 2 °C and ~70% relative humidity with 14/10 h light/dark cycle. Salt treatment was given on the 9^th^ day in morning as 256 mM (1.5%) NaCl [21,77]. EC of 256 mM NaCl is approximately 21 mS/cm [78]. At first a known volume of NaCl stock solution was added to the individual beakers to raise the salt concentration to approximately 85 mM, a low initial NaCl concentration to avoid sudden stress shock. Light was switched on after 30 min of salt application followed by addition of more of NaCl stock solution (volume calculated beforehand considering the volume of the space up to the net) and 1/10^th^ Hoagland solution up to the net to bring the final NaCl concentration to 256 mM. After exposure of the seedlings for 9 h under illumination the shoot and root tissues of both control and salt-treated seedlings were harvested and immediately frozen in liquid nitrogen and stored at -80 °C for future use.

*Suaeda maritima* (L.) Dumort. seeds were collected from the plants growing naturally along the coastal belt of Bhadrak, Odisha. The species was identified by Dr. Pratap Chandra Panda, Taxonomy and Conservation Biology Division at the Regional Plant Resource Centre (RPRC), Bhubaneswar. The species is grown and maintained at the Institute of Life Sciences, Bhubaneswar at its Green House facility [21,79], and has also been deposited in the publicly available herbarium of RPRC (Voucher no. 10693). The seeds of the plant were germinated over autoclaved soil in plastic pots having holes at the bottom. The pots were placed in a growth chamber maintained at 25 ± 2 °C and ~70% relative humidity, and were illuminated with white fluorescent light (~200 μmol m^-2^ s^-1^) at 14/10 h light/dark diurnal cycle. Hoagland’s solution (1/10^th^) or Milli-Q water were used alternately to water the pots. The seeds germinated and the seedling grew up to 2–3 cm in 3–4 weeks. The seedlings were then transferred to other similar pots with 2–3 seedling in each and were grown under natural day/night cycle for ~3 months in a greenhouse maintained at 25 ± 2 °C and ~70% relative humidity. Milli-Q water and 1/10^th^ Hoagland’s solution were used to water the pots alternately every day. On the day of NaCl application the individual pots meant for treatment received 500 mL 85 mM NaCl prepared in 1/10^th^ strength and the control pots received only 1/10^th^ Hoagland’s solution. The excess solution got drained away through the pores. The initial treatment with 85 mM NaCl was given to avoid salt stress shock to the plants. After 30 min the treatment pots received 100 mL of 256 mM NaCl prepared in 1/10^th^ strength Hoagland’s solution and the control pots received only 1/10^th^ Hoagland’s solution. The process was repeated every hour. The above ground part of the seedlings, the shoot, from the control and treated pots were harvested after 9 h and were preserved in liquid N_2_ for use later on.

The wild rice *Oryza coarctata* (Roxb.) Tateoka was collected from the lake Chilika outer channel, Puri, Odisha. The species is grown and maintained at the Institute of Life Sciences, Bhubaneswar at its plant growth facility [21]. The taxonomic details of the species was provided by Dr. Pratap Chandra Panda, Taxonomy and Conservation Biology Division at RPRC, and the species has also been deposited in its publicly available herbarium (Voucher no. 10689). Young plants were raised by rhizome transplantation in green house in pots similar to that used for *S*. *maritima*. The young plants, 15–20 days old, grown in different pots were then given NaCl treatment in a way similar to that to *S*. *maritima*, and the aerial part of the control and treated plants were harvested and stored frozen for use in analysis.

### Small RNA library construction, Illumina sequencing and bioinformatics

For the identification of the salt-responsive miRNAs, sRNA sequencing of control (C) and treated (T) samples of root (R) and shoot (S) of Pokkali was performed on Illumina platform. Total RNA was extracted from the individual samples using TRIzol reagent (Thermo Fischer Scientific) following manufacturer’s instructions. Only good quality RNA with RIN value above 7.0 was used for downstream processing. Total RNA (1 μg) from each sample was subjected to electrophoresis on denaturing polyacrylamide gel to separate out the sRNA fragments, which were recovered and ligated with 3’- and 5’- adaptors. The ligated sRNA products from each sample were reverse transcribed and PCR amplified to generate the sRNA libraries. The individual libraries were normalized to 2 nM with Tris-HCl as per TruSeq Small RNA Prep kit manual (Illumina). The libraries were then processed for single-end sequencing on HiSeq2000. The sequencing results were generated as FASTQ data using Illumina pipeline CASAVA 1.8 package. NGS QC Toolkit Cutadapt and UEA Small-RNA Workbench were used to process the raw reads. Adaptor-trimmed high quality reads were queried against the NCBI and Rfam databases to screen out and discard the abundant non-coding RNAs like tRNA, snoRNA, snRNA and others. The unique reads were searched for the known sequences in the miRBase 22.1 for the identification of the conserved miRNAs. The sRNA sequences were then mapped on rice genome for the identification of possible novel miRNAs and their precursors. The basic criteria described in literature were followed for putative miRNA prediction [67,80–82].

### Expression studies of miRNAs by Northern blotting

Expressions of the conserved miRNAs identified and that of the novel miRNAs predicted bioinformatically were validated by Northern blot analysis. Both shoot and root tissues of the control and 256 mM NaCl treated plants were considered for the validation of their expression. This also allowed study of their tissue-specific and NaCl-induced differential expression. Total RNA was extracted from different tissues using TRIzol. For the Northern blot analysis 10 μg of good quality RNA (260/280 ~2.0) of the individual samples was loaded in different lanes of 15% PAGE and run at 200 V. The RNA separated was transferred on a nylon membrane using Trans-Blot® SD Semi-Dry Electrophoretic Transfer Cell (Bio-Rad), UV-cross linked at 150 mJ using a UV cross-linker (Hoefer^TM^ UVC 500 Crosslinker) and was stored at 4 °C until used for hybridization. The individual membranes were pre-hybridized in hybridization buffer (Sigma) at 37 °C for 1 hour separately in hybridization bottles. DNA oligos complementary to the individual miRNAs were labeled with [γ-^32^P]dATP using T4 polynucleotide kinase (Thermo Fischer) and used as probes. The individual labeled probe was allowed to hybridize separately with the pre-hybridized blots by incubation for 16 h at 37 °C in hybridization bottles. The membranes from the individual hybridization bottles were washed separately with 2X SSC buffer containing 0.1% SDS (non-stringent), followed by washing with 1X SSC buffer containing 0.1% SDS (non-stringent) for 15 min each at 37 °C. The membranes were dried and exposed to X-ray film individually for appropriate time. The X-ray films were developed and fixed, and the images were analyzed on a gel-doc. Each exposed membrane was then sequentially washed with stringent and non-stringent wash buffers for 10 min each at 80 °C to strip off the probe. The stripped membranes were air dried and probed with a small stretch of U6 RNA labeled with [γ-^32^P]dATP, washed and exposed to X-ray film, as stated above, for detection of the signal. U6 RNA signals served as internal control. The signals of the miRNA and that of U6 signal on the same blot were imaged on gel-doc (BioRad) and analyzed taking densitometric approach. The expression of the individual miRNAs in the control and NaCl-treated samples was shown as relative value after normalization with the respective U6 expression. List of the probes used are given in the S9 File.

### Prediction of targets

The targets for the experimentally validated miRNAs were searched in the rice transcriptome database using psRNAtarget software (http://plantgrn.noble.org/psRNATarget/) with default parameters. A single miRNA was bioinformatically found to have a number of targets, but the targets with expectancy ≤ 3.0 were mostly considered for annotation and validation. Complete CDS of the individual targets was retrieved from the NCBI site and searched for similarity in the *Oryza sativa* L. indica database using BLAST programme at the EnsemblPlants resource database (http://plants.ensembl.org/index.html). The search at the EnsemblePlants resource was to ensure that the target sequence was present in the Indica variety as well [83,84].

### Validation of miRNA targets by RT-qPCR

Real-time PCR (RT-qPCR) was one of the methods that was used to validate the target gene of a miRNA. Total RNA was extracted using TRIzol reagent (Invitrogen, Life Technology) from the root and shoot tissues of the control and NaCl-treated seedlings. The RNA from the individual samples was converted to cDNA using QuantiTect Reverse Transcription Kit (Qiagen). The cDNA so obtained for the individual samples served as template for the qPCR carried out using QuantiTect SYBR Green PCR Kit (Qiagen) following the kit manual. Primers specific to the individual genes and mostly 20-mer or more in length with Tm not less than 59 °C were designed using Primer Blast software at NCBI (http://www.ncbi.nlm.nih.gov/tools/primer-blast/). LightCycler® 480II (Roche) machine was used to carry out the qPCR. For each cDNA preparation PCR was run in triplicate, and two cDNA preparations from separate biological samples were used for the determination of expression of each gene (n = 6). The expression level of actin gene (LOC_Os03g50885) in a biological sample was used for normalization of expression of a target gene in that sample. The expression of a target gene was presented as relative value in the NaCl-treated sample compared with that in the control sample following Pfaffl [85] considering the expression of actin as reference. Paired ‘t’ test was used to find out significance of difference in expression of a gene in the NaCl-treated sample compared with that in control.

### Validation of miRNA targets by dual-luciferase assay

Quantification of miRNA mediated target repression was performed using dual luciferase transient expression system. It was performed by transiently expressing the miRNA alongside expressing its target gene in *Nicotiana benthamiana* [86]. *N*. *benthamiana* plant was grown under controlled environmental conditions for the experiment in a greenhouse. Natural day/light illumination was provided maintaining the temperature of the greenhouse at 24 ± 2 °C and relative humidity at 65–75%. Matured leaves from two months old plants were used for the transient expression of miRNA and the target gene required for dual-luciferase assay. Sense and antisense strands were synthesized for the target oligo of the individual miRNAs with AvrII restriction site introduced as extension at the 5’ end and AgeI restriction site introduced as extension at the 3’ end. The sense and anti-sense strands (5 μL each, 0.5 nM concentration) were taken in a PCR tube along with 1.67 μL 0.3 M NaCl in a final volume of 60 μL. PCR was programmed for initial temperature of 97 °C for 5 min followed by ramp down to 20 °C at 0.1 °C/s. The annealed product was double digested with AverII and AgeI for cloning into pGreen derived plasmid at 3’UTR of luciferase (Addgene ID 55206). In a separate reaction 1 μg of pGreen plasmid (ID 55206) was double digested with AverII and AgeI and the digested product was run on 1.2% agarose gel for visualization and recovery of the correct fragment for use in cloning. The double digested vector (ID 55206) and the double digested target oligo were mixed in 1:3 ratio and incubated at 16 °C for 16 h in the presence of T4 DNA ligase for the ligation to occur. The ligated product was referred as 3’-UTR sensor. For making the miRNA overexpressor construct the precursors of the individual miRNAs, the hairpin region including ~100 bp upstream and downstream sequences, were PCR amplified. The forward primer used had XhoI site and reverse primer had EcoRI site at the 5’ end. The PCR product was double digested with XhoI and EcoRI and cloned into pGreen II based vector (Addgene ID 55208). The 3’-UTR sensor and miRNA overexpressor constructs so obtained were transformed into DH5α competent cells, which were plated on agar plates following standard method for the development of colonies. Individual colonies were picked up and subjected to colony PCR and sequencing for confirmation of the presence of inserts. The 3’-UTR sensor and miRNA overexpressor plasmids were transformed into *A*. *tumefaciens* strain LBA4404 individually, and equal volume of the two was infiltrated together in the leaves of *N*. *benthamiana*. A total of nine leaves to a maximum of three leaves per plant were infiltrated. *A*. *tumefaciens* carrying the sensor construct was also infiltrated alone in similar sets of leaves. After 48 h of infiltration the leaves were harvested and frozen in liquid N_2_. Renilla (R) and Firefly (F) luciferase activities were estimated in the preserved leaf tissues infiltrated with both 3’-UTR sensor and miRNA overexpressor and that infiltrated only with 3’-UTR sensor. Dual-luciferase Reporter Assay System (Promega) was used to perform the luciferase assay using Glomax 20–20 luminometre (Promega). RNA was also isolated from these leaves for the study of the luciferase transcript levels. RNA isolated from the leaves of both infiltrated with 3’-UTR sensor and miRNA overexpressor together and that infiltrated with 3’-UTR sensor alone was reverse transcribed using QuantiTect Reverse Transcription Kit (Qiagen). Primers were designed for the amplification of F-luciferase and R-luciferase and were used for the qPCR. The cDNA preparations from the RNA extracted from the leaves of both infiltrated with 3’-UTR sensor and miRNA overexpressor together and that infiltrated with 3’-UTR sensor alone were used for qPCR. R-luciferase served as the reference gene for the quantification of F-luciferase expression.

### Validation of miRNA targets by 5’-RACE

Ambion RLM-RACE (RLM- RNA Ligase-Mediated; RACE- Rapid Amplification of cDNA Ends) kit (Thermo Fischer Scientific) based on 5’-RACE was used for the miRNA target identification. Total RNA was isolated from the root and shoot of the NaCl treated seedlings, and 10 μg of it was incubated individually with 5’ adapter for its ligation at the 5’ end of the cleaved RNA, which contains a phosphate group because of the DICER action, following the kit manual. The ligated product (2 μL) was incubated with M-MLV reverse transcriptase, random decamers and other reagent supplied along with the RLM-RACE kit for 1 h at 42 °C for reverse transcription to cDNA to make the RACE library. The miRNA cleaved gene product was PCR amplified taking 1 μL of the concerned RACE library and using 5’ RACE adapter-specific and gene-specific outer primers. The PCR product (1 μL) was again subjected to PCR for 30 cycles using 5’ RACE and gene-specific inner primers to amplify the concerned gene-product, which was electrophoresed to get the amplicon that was excised and eluted and cloned into pGEMT easy vector. The vector along with the cloned product was transfected into DH5∞ competent cells and the transformed bacteria were grown in 1 mL LB medium at 37 °C overnight in a shaking incubator at 200 RPM. The bacteria were pelleted out and spread on LB plate that contained ampicillin. The insert in the individual white colonies was PCR amplified by colony-PCR using SP6 T7 primers and visualized on agarose gel. The band from each colony PCR was excised and sequenced, and a record was made for the number of colonies sequenced and the number of colonies that had the insert of the predicted target gene product.

### Tissue level reactive oxygen species detection by DAB staining

The detection of reactive oxygen species (ROS), i.e. hydrogen peroxide (H_2_O_2_) and superoxide radical (O_2_˙^-^) was done using DAB (3, 3’-diaminobenzidine) standard staining procedure [87]. DAB solution (0.1%, pH 3.0) was prepared in Milli-Q water containing 0.05% Tween 20 and 10 mM sodium phosphate buffer (pH 7.0), followed by addition of HCl. Approximately 5 cm of the leaves cut from the control and 256 mM NaCl treated seedlings were immersed in the DAB solution in separate 15 mL falcon tubes. The tubes were gently vacuumed to allow infiltration of the DAB solution evenly for 5 min. Further, the tubes were placed on a shaker for 4–5 h shaking at 80–100 rpm. Following incubation, the solution in the individual tubes was replaced with bleaching solution (ethanol:acetic acid:glycerol 3:1:1) and placed in boiling water bath (90–95 °C) for 15 min till the leaves were fully bleached. The bleaching solution was replaced with a fresh one and kept at RT for 30 min. The leaves were stretched on glass plate and photographed for DAB staining (dark brown colour).

### Localization of miRNAs in leaf tissue by in-situ PCR

Undamaged leaves of Pokkali from the control and NaCl-treated seedlings were harvested and fixed with FAA (formalin-acetic acid-alcohol) fixative by vacuum infiltration. The fixed samples were carefully embedded in paraffin blocks and sectioned (60 μm) using Leica RM2265 Rotary microtome. The sections were carefully collected in microfuge tubes for successive treatments to remove the paraffin [88]. The samples were treated with DNase. The subsequent reverse transcription reaction for the miRNA was done as described by Varkonyi et al. [89]. PCR was then done using Phusion high-fidelity DNA polymerase (NEB) following the manufacturer’s instructions. Dioxigenin-11-UTP (Roche diagnostics, 4 μM final concentration) was used in the above standard PCR as an additional reagent in order to facilitate visualization of the miRNA using specific substrate [90]. The color detection was done using BM-purple substrate (Roche diagnostics) and microscopic visualization was done on Zeiss Axio Imager M2 Microscope (Carl Zeiss, Oberkochen, Germany) under bright field illumination conditions.

## Supporting information

S1 File Frequency of non-redundant sequences of sRNA.

S2 File Family distribution of the conserved miRNAs.

S3 File Family distribution of the conserved miRNAs with sequences.

S4 File Uncropped Northern blot images of known and novel miRNAs.

S5 File Precursor sequences of the conserved and novel miRNA and novel miRNAs hairpins.

S6 File Uncropped Northern blot images of novel miRNAs in *S*. *maritima* and *O*. *coarctata*.

S7 File Targets of the novel miRNAs.

S8 File Species distribution of the conserved miRNAs.

S9 File Probes used in the study for the detection of miRNAs.

# Supplementary material for: Identification and expression analysis of miRNAs and elucidation of their role in salt tolerance in rice varieties susceptible and tolerant to salinity
**Source:** PLoS One. 2020 Apr 15;15(4):e0230958. doi: 10.1371/journal.pone.0230958
**Supplement:** S1 File

**S1 File**

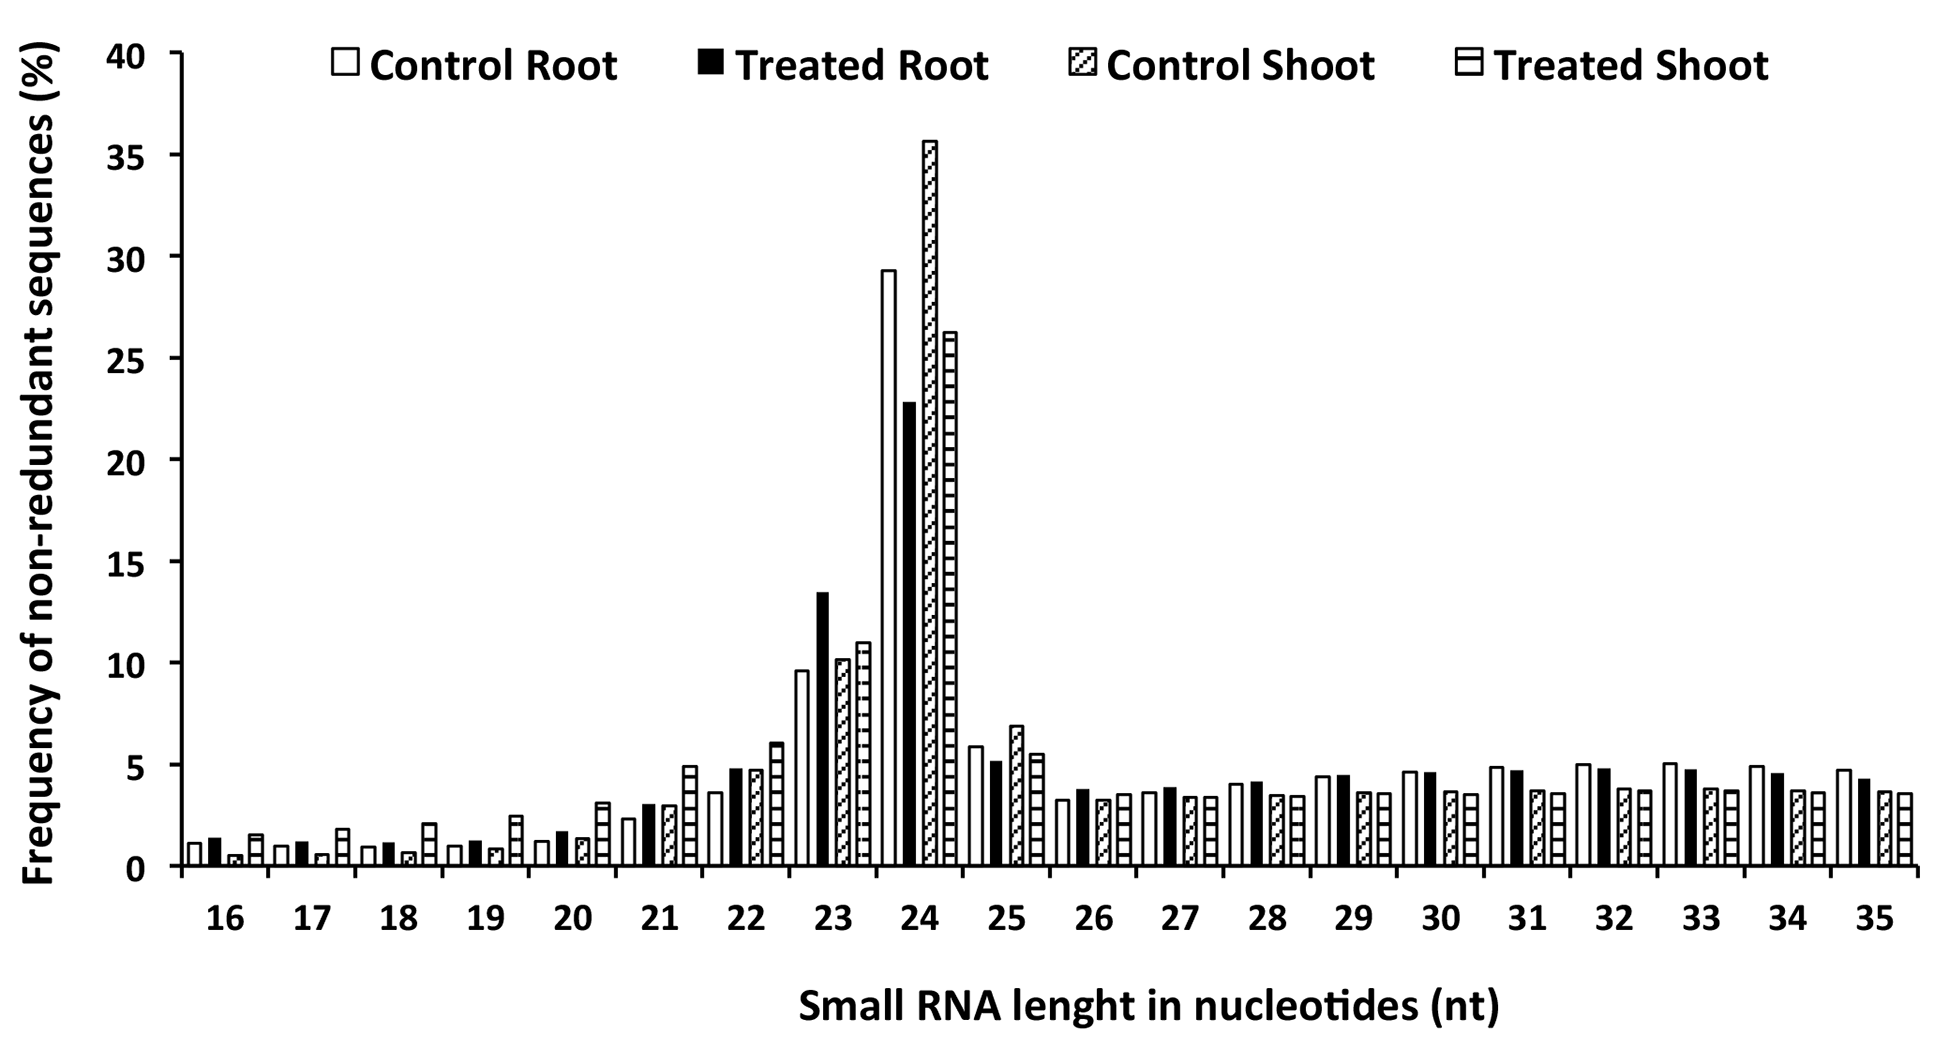

**Frequency of non-redundant sequences (%) of sRNA ranging from 16 nucleotides (nt) to 29-nt in control and 1.5 % NaCl treated root and shoot *O. sativa* CV. Pokkali seedlings.** Treatment applied on 9^th^ day of germination. The frequency was obtained as percentage of fraction of putative miRNA reads of a particular length (nt) to the total number of putative miRNA reads.

The non-redundant reads of length between 16-nt and 35-nt were 1143060, 1664461, 1219751 and 1035994, respectively for control root (CR), control shoot (CS), treated root (TR) and treated shoot (TS). Most of the sRNA non-redundant sequences from all the libraries were 23-nt to 24-nt long. The representation from 20-nt to 23-nt, to which miRNAs/siRNAs belong, was ~20 %. These nearly constituted more than 45 % of the total redundant sequences. Salt treatment revealed increase in abundance of all these reads in both root and leaves.

# Supplementary material for: Identification and expression analysis of miRNAs and elucidation of their role in salt tolerance in rice varieties susceptible and tolerant to salinity
**Source:** PLoS One. 2020 Apr 15;15(4):e0230958. doi: 10.1371/journal.pone.0230958
**Supplement:** S2 File

**S2 File**

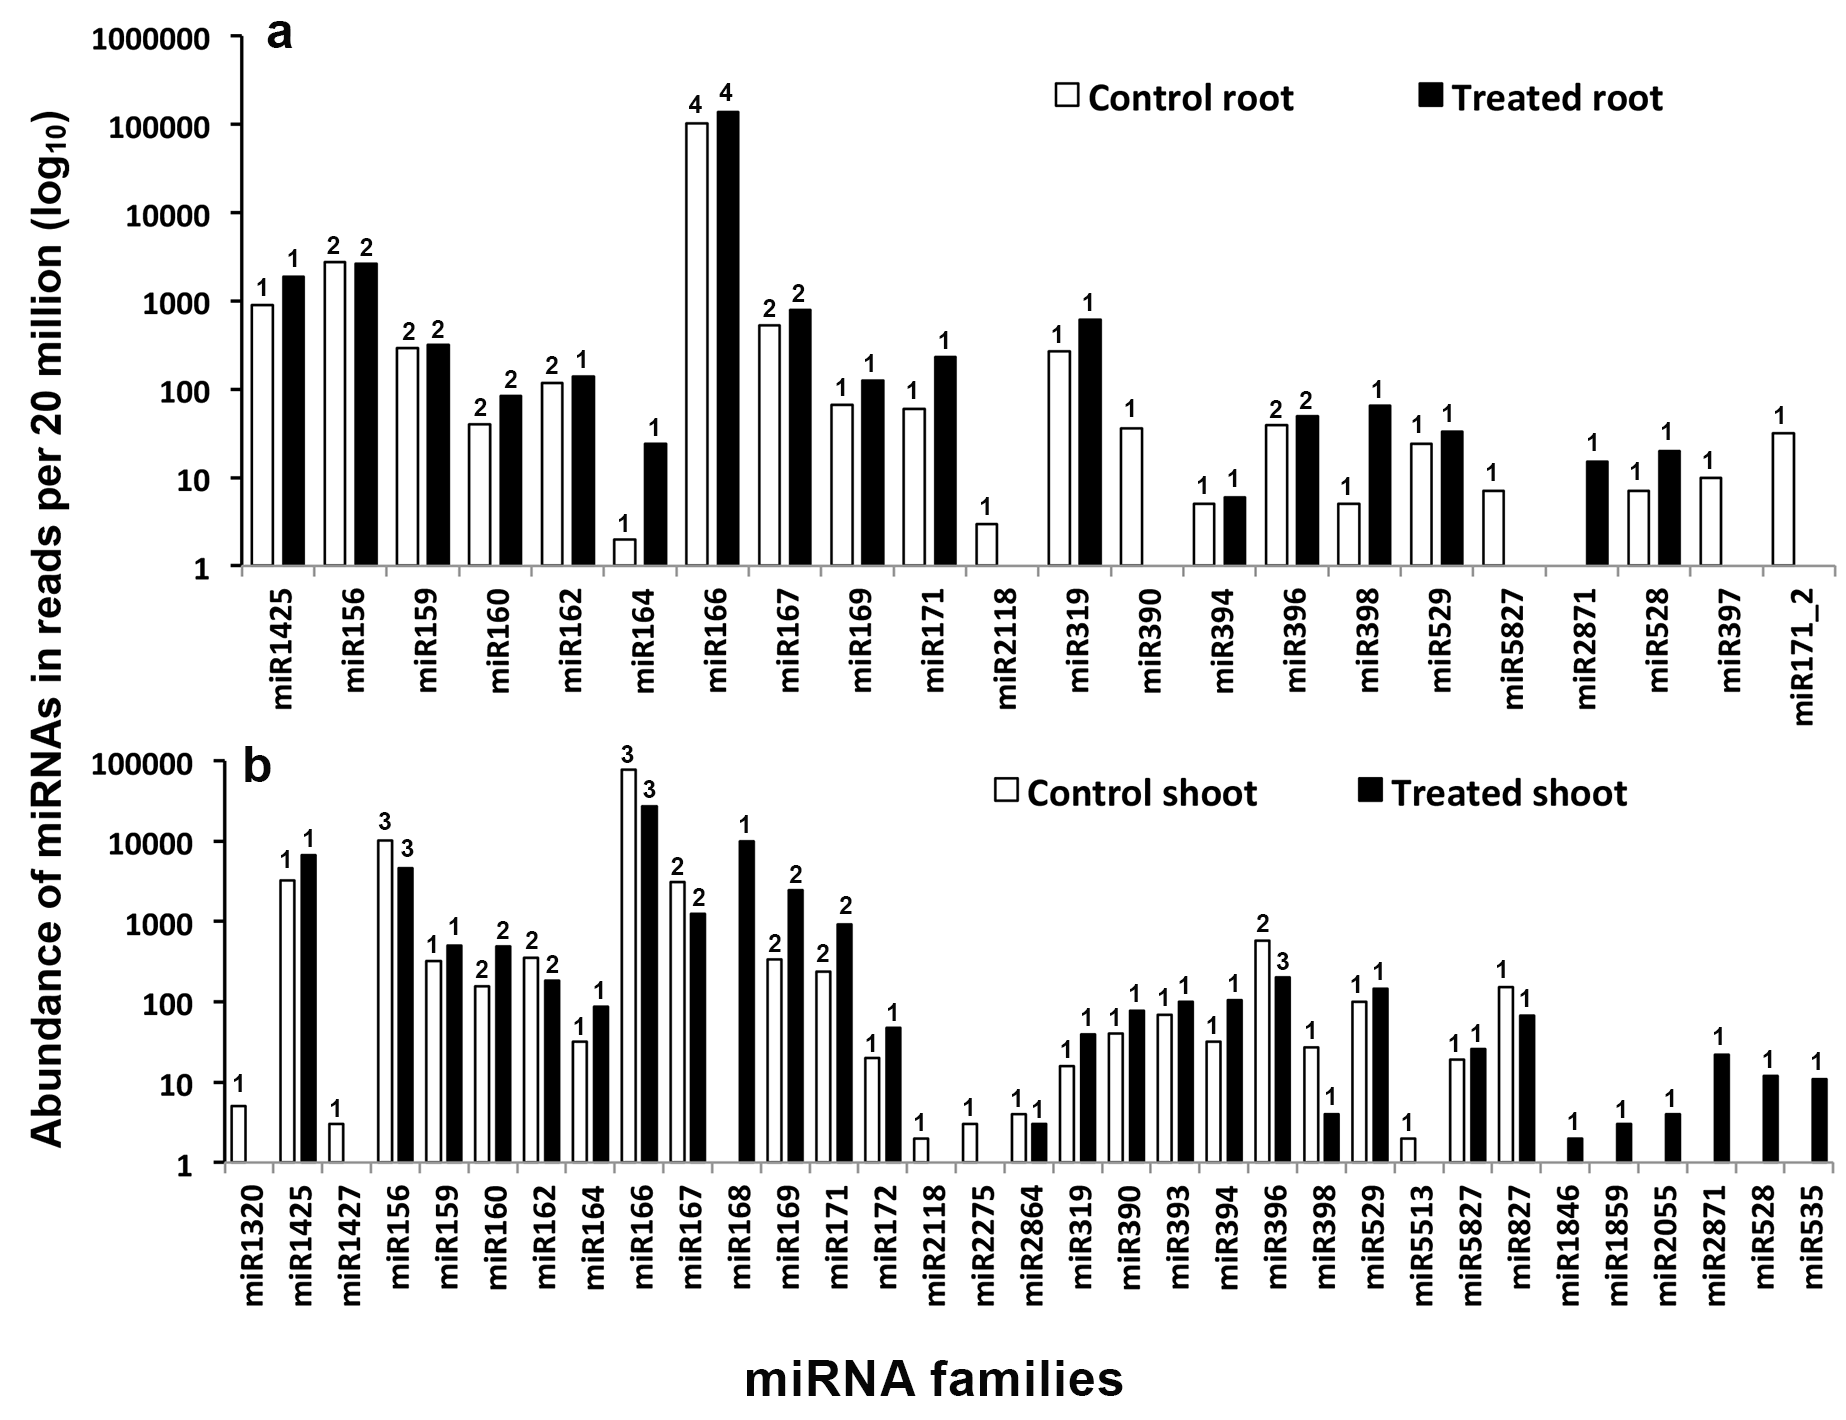

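The figure of the S2 File sums the conserved miRNAs by family, separately for root and shoot. Sums by family were taken here from the lists in another way, counting each mature sequence a single time and scaling to the reads used. miR166 was the most abundant family in CR, TR and CS, with 85918 reads per 20000000 reads used in CR. In TS miR168 came first, with 20336 reads on that scale, followed by miR166 with 15445 and miR1425 with 13626. With reads undivided and each locus counted, a count chosen after the data were seen, the order in TS turns, with 27421 reads for miR166 and 9929 for miR168. These values rest on 1 library per condition.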

**Abundance of the conserved miRNAs normalized to reads per 20 million in the individual miRNA families in root (a) and shoot (b) of control and 1.5 % NaCl treated seedlings of *O. sativa* cv. Pokkali.** Treatment applied on 9^th^ day of germination. The numerical values at the top of each bar represent the number of individual conserved miRNAs represented by these families in root and shoot tissues out of the total identified.

Both root and shoot showed great difference in composition of the novel miRNAs under control and salt treated conditions. The conserved miRNAs identified belonged to 35 families. 

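In root, 5 distinct sequences of miR166 were listed in CR and 5 in TR, counting the 5p sequence GGAATGTTGTCTGGTTCAAGG with 94 and 101 reads. Its ratio of 0.610 (0.456 to 0.817) did not meet the rule and lies above 1 under 1 of the 6 other scalings. miR156, miR159, miR160 and miR167 had 2 sequences each in CR.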

The maximum representation of these miRNAs to a family was four, represented by miR166 in root (**a**). The miRNA families miR156, miR166 and miR396 represented three miRNAs each (**b**), while the miRNA families miR160, miR162, miR167, miR171 and miR159 represented two miRNAs each (**a, b**). Together these families represented 46 % of the conserved miRNAs. 

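In TS, miR396, miR160 and miR166 were represented by several sequences. miR166 had 4, miR396 and miR160 3 each, and miR156, miR162, miR167, miR169 and miR171 2 each. The miR166 sequence TCGGACCAGGCTTCAATCCCT was far more abundant in shoot (533 reads in CS and 561 in TS) than in root (4 in CR and 7 in TR).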

The other miRNA families represented only one miRNA each. 

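Of the families analysed here, 13 were listed in a shoot library and in no root library. miR827, which targets SPX domain genes of phosphate homeostasis, was the most abundant of them in CS, with 153 reads, and had 68 in TS, a ratio of 0.597 (0.442 to 0.799) that did not meet the rule, while it is called lower under 3 of the 6 other scalings (0.417 to 0.494). miR1320 had 5 reads and miR2275 had 3 reads, both in CS. miR2864 had 4 reads in CS and 3 in TS. miR5827 had 19 reads in CS, 26 in TS and 7 in CR.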

There were miRNA families representing miRNAs specific only to shoot, like miR1320, miR168, miR172, miR2275, miR2864, miR393, miR5827, miR1846, miR1859, miR2055, miR2864 and miR2871. In contrast only two miRNA families, including miR397 miR171_2, represented miRNA only from root. In addition to the tissue specificity, the presence of several miRNAs was also noted to be influenced by salt. 

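miR397a, of sequence TCATTGAGTGCAGCGTTGATG, whose family targets laccase mRNAs, had 10 reads in CR. miR171_2, of sequence TGAGCCGAACCAATATCACTC, had 32 reads in CR. Neither was among the entries analysed here for TR, CS or TS.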

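The families listed in TS and not in CS were miR168, miR1846, miR1859, miR2055, miR528 and miR535. miR168 was listed by its 3p sequence CCCGCCTTGCACCAAGTGAAT on chromosome 2 (1553162 to 1553182, - strand, IRGSP-1.0). The most abundant sequence of the opposite arm, recorded as miRNA* at that locus, was TCGCTTGGTGCAGATCGGGAC, with 1339 reads. That label is the list's own and does not tell which arm acts on AGO1 mRNA. miR535 had 11 reads and the 3p sequence of miR528 had 12. miR2055, miR1859 and miR1846 had 4, 3 and 2 reads, so a change with salt cannot be read from them at this depth.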

Several miRNAs families like miR1846, miR1859, miR2055, miR2871, miR528, miR535 and miR168 represented miRNAs induced in shoot only in response to salt application (**3b**). Similarly, there were several miRNA families, like miR1320, miR1427, miR2118, miR2275, miR397, miR171_2 and miR5513 represented miRNAs expressed only in control condition; salinity treatment silenced their expression. In addition, at least one miRNA family, miR396 showed expression of an additional miRNA in shoot in response to salt exposure. On the other hand the miRNA family miR162 showed silencing of expression of one of its members in root in response to salt exposure.

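In shoot, miR1320, miR1427, miR2118, miR2275 and miR5513 were listed in CS and not in TS, each with 5 reads or fewer. miR1427 had 3 reads, and miR2118, which triggers phased small RNAs, and miR5513 had 2 each. In root, miR2118 had 3 reads in CR and was not among the TR entries. No fold was computed for any of them.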

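The shoot lists held 2 miR396 sequences in CS and 3 in TS. The additional one was miR396g/h.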

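miR162, which targets the mRNA of DCL1, had its main sequence TCGATAAACCTCTGCATCCAG in both root libraries, with 113 reads in CR and 140 in TR. The ratio was 0.704 (0.545 to 0.910), which did not meet the rule and lies above 1 under 4 of the 6 other scalings. The second sequence, TCGATAAGCCTCTGCATCCAG, had 4 reads in CR and was not among the TR entries.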

# Supplementary material for: Identification and expression analysis of miRNAs and elucidation of their role in salt tolerance in rice varieties susceptible and tolerant to salinity
**Source:** PLoS One. 2020 Apr 15;15(4):e0230958. doi: 10.1371/journal.pone.0230958
**Supplement:** S4 File

## Slide 1

Identification and expression analysis of miRNAs and elucidation of their role in salt tolerance in rice varieties susceptible and tolerant to salinity
miR159a
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR
S4 File: Uncropped Northern blot images
of known and novel miRNAs

## Slide 2

miR167f
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

## Slide 3

miR12474
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

## Slide 4

miR12475
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

## Slide 5

miR12476
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

## Slide 6

miR12477
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

## Slide 7

miR12478
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

## Slide 8

miR12479
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

## Slide 9

miR12480
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

## Slide 10

miR12481
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

## Slide 11

miR12482
Pokkali Badami
CS TS. CR. TR CS TS. CR. TR

# Supplementary material for: Identification and expression analysis of miRNAs and elucidation of their role in salt tolerance in rice varieties susceptible and tolerant to salinity
**Source:** PLoS One. 2020 Apr 15;15(4):e0230958. doi: 10.1371/journal.pone.0230958
**Supplement:** S6 File

## Slide 1

miR12475
CS TS. CS TS.
O. coarctata S. maritima
Identification and expression analysis of miRNAs and elucidation of their role in salt tolerance in rice varieties susceptible and tolerant to salinity
S6 File: Uncropped Northern blot images of
novel miRNAs in S. maritima and O. coarctata

## Slide 2

miR12478
CS TS. CS TS.
O. Coarctata 		 S. maritima

## Slide 3

miR12477
CS TS. CS TS.
O. Coarctata S. maritima
Different pic from the one in manuscript

## Slide 4

miR12479
CS TS. CS TS.
O. Coarctata S. maritima

## Slide 5

miR12480
CS TS. CS TS.
O. Coarctata S. maritima

## Slide 6

miR12481
CS TS. CS TS.
O. Coarctata S. maritima

## Slide 7

miR12482
CS TS. CS TS.
O. Coarctata S. maritima

How the deposited data were processed for this re-analysis (not part of the article)

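Small RNA of root and shoot of Pokkali rice seedlings was sequenced without added NaCl and after 9 h of 256 mM NaCl, with 1 library for each of the 4 conditions. The single-end Illumina reads were processed by the authors with the NGS QC Toolkit, cutadapt (named in the submitters' notes and the paper) and the UEA Small-RNA Workbench, removal of other non-coding RNA, miRBase for known miRNAs and mapping to the rice genome for predicted ones. The paper does not say which tool predicted the hairpins. The versions of cutadapt, the Toolkit and the Workbench are not given in the sources used here. The authors deposited for each library a list with 1 entry per hairpin locus. The deposited abundance is a read count of the mature sequence, repeated at each of its loci. The deposited RPM is that count divided by the reads used for prediction, on a scale of 1000000, and a further deposited column is the log2 of the RPM with no pseudocount. The deposited hairpin values are lengths in nucleotides, numbers of genome matches, folding energy in kcal/mol and per 100 nt, G+C in percent and the p-value of the fold given by the prediction tool.

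The lists held 172 entries in control root, 289 in NaCl-treated root, 445 in control shoot and 386 in NaCl-treated shoot. A further 3, 3, 5 and 4 lines without content were left out. One read equals 0.145 RPM in control root, 0.0825 RPM in NaCl-treated root, 0.0762 RPM in control shoot and 0.102 RPM in NaCl-treated shoot, which is the resolution of each list. Because the lists hold sequences with at least 2 reads that passed the authors' prediction, no limit for an unlisted sequence was derived. Distinct mature sequences were compared within root and within shoot. With 1 library per condition, a comparison within a tissue has no p-value and no SD, and a fit of an effect shared by both tissues, which would leave a single residual degree of freedom, was not run. Intervals at 95% cover counting error only, since sequenced reads are not independent molecules.

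The main scale was the deposited RPM. The alternatives divided counts by raw reads, by trimmed high quality reads, by reads unaligned with NONCODE or by the sum of listed reads, or used the median of ratios or TMM factors of edgeR. Filters on low counts, a 1.5-fold rule, a maximum of 0.01 for the hairpin p-value, a single genomic match and other counting units were also tried, and the closing section gives their effect. The comparisons, the call rule, these alternatives and 6 lists of miRNA families by target class were chosen before the data were examined, although the values in the paper's tables and supplements had been seen. The text names the miRNAs and families that the paper names, the 9 predicted miRNAs of Table 2, the 5 conserved and the 5 predicted sequences with the highest and with the lowest ratio in each tissue among those with at least 10 reads in both libraries, and the 5 most abundant sequences of each library. A list's median log2 ratio was placed among 10000 random lists of the same size, drawn from conserved and predicted sequences of similar abundance. The difference between the log2 ratios of shoot and root was given an interval from 10000 Poisson draws of the counts.

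The call rule was tested on simulated counts with the depths of these libraries, in 200 draws per tissue. Of true 3-fold changes with at least 10 reads in the lower library, 95.2% were called in root and 94.7% in shoot. With fewer than 10 reads, 43.3% were called in root and 39.1% in shoot. Of unchanged sequences with at least 10 reads, 0.744% were called in root and 0.770% in shoot. The simulation holds counting error only, so it says nothing about variation between plants. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16.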

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

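All tests of explanations in this part were chosen after the results were seen, and the tissue differences rest on 1 library per condition, so they were not tested across replicates.

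miR398 and osa-miR12477 were higher in NaCl-treated than in control root and lower in NaCl-treated than in control shoot. The log2 ratio in shoot minus that in root was -5.21 for miR398 (counting interval -8.32 to -3.57) and -4.71 for osa-miR12477 (-5.80 to -3.93). The denominator of the RPM was tested as an explanation, and 24 of the 24 ratios, over 2 sequences, 2 tissues and 6 scalings, stayed on the same side of 1. The scalings raised log2 ratios by 0.316 to 0.737 in root, and raised them by at most 0.550 in shoot. That is too little for such large ratios to cross 1, so the test could hardly have come out otherwise. It shows only that these 6 scalings leave the directions in place. Exchanged labels of the 2 shoot libraries cannot be told apart from a response of the tissue: 0 of the 4 directions of the Northern blots in shoot matched the sequencing as labelled. osa-miR12477 and the miR159 sequence set beside the miR159a blot oppose the blots under each of the 6 other scalings. What keeps it open is that the directions are few, that osa-miR12478 and osa-miR12481 cross 1 with the scaling and so decide nothing, and that osa-miR12474, which the test also needed, has no ratio. The latter decreased on the blot and was listed, with 29014 reads, in control shoot and not in NaCl-treated shoot, which goes with the labels, although an unlisted sequence need not be absent. miR167f is not among the 4 directions, and its exact sequence was in neither shoot list. The paper's Results describe a considerable decrease in root only, its Discussion one in shoot too. The miR167 family had a ratio of 0.571 (0.494 to 0.660) in shoot, below 1 under all 6 other scalings. With the Discussion's direction, that goes with the labels. A response to salt that differs between root and shoot stays open and untested.

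The summed RPM of the listed sequences was lower in NaCl-treated than in control shoot. That a few sequences taking most of the reads account for it cannot be told apart from a lower sum of the others, because the outcome turns on which are left out. The ratio was 1.31 without osa-miR12474, listed in control shoot alone, 0.464 without miR168, listed in NaCl-treated shoot alone, and 0.887 (0.872 to 0.903) without both. By the outcome first written down, which named osa-miR12474 only, the first value would count for this explanation. That osa-miR12474 and other sequences were cut from ribosomal RNA cannot be told apart from true miRNAs by the test used. Only 2 predicted loci lie in the first 100 kb of chromosome 9, near the ribosomal RNA genes, and 1 of them is osa-miR12474 itself. That sequence had 6 genomic matches, with listed loci on chromosomes 2 and 9. A count of loci cannot tell the origin of a single sequence, so osa-miR12474 may be a fragment of ribosomal RNA. The count is 12.7 times the mean of 0.157 per 100 kb elsewhere on the chromosome, above the 10-fold bound set for the test, but its exact Poisson interval of 0.242 to 7.22 includes values far below that bound.

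The conserved sequences had a median ratio of 0.773 in root. The denominator of the RPM may account for values below 1, since the median was 1.29 with raw reads in place of the reads used for prediction. No biological explanation of the median was tested.

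A sequence that the paper does not discuss, TCTCGGATCAGGCTTCATTCC at 25295065 to 25295085 on the + strand of chromosome 3 (IRGSP-1.0), had 590 reads in control shoot and 167 in NaCl-treated shoot, a ratio of 0.380 (0.318 to 0.452) whose call holds under 5 of the 6 other scalings. In root it had 38 and 127 reads, a ratio of 1.90 (1.31 to 2.80) that did not meet the rule but does under each of the 6 other scalings. It differs from the miR166 sequence TCTCGGACCAGGCTTCATTCC by C8T, counted from 1 at the 5′ end of the miR166 sequence. TCCATTGTCGTCTAGTCCGG, also not discussed there, had 398 reads in NaCl-treated root and 206 in control root, a ratio of 1.10 (0.925 to 1.30). In shoot it had 153 reads in the NaCl-treated and 108 in the control library, a ratio of 1.90 (1.48 to 2.46) that did not meet the rule. ATAGTTTTTTCTACCACACT, listed in shoot alone, had 216 reads in NaCl-treated and 76 in control shoot, a ratio of 3.82 (2.93 to 5.03).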

How the results depend on the processing

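The comparisons rest on 1 library per condition, so no replicate could be left out. No paired analysis was possible because no label used here says which libraries come from the same plants. Counting each locus for the miRNAs per family, undivided reads with each locus counted, and leaving out osa-miR12474 or miR168 were chosen after seeing the data. Of the comparisons of main results with an alternative, 108 moved, 6 reversed and 165 did neither, which for counts allows up to 1.5 times the main value, for the summed RPM its interval, and for target lists the middle 95% of random lists. For ratios of single sequences and families, 430 were unchanged in call and side of 1, 81 lost a call, 66 gained one, 113 without a call crossed 1 and 0 reversed. Of the shares of lengths and first bases, 15 moved when weighted by reads and 1 did not. The cause was not tested for any of the changes below, apart from smaller numbers where a filter leaves fewer sequences. Depth limits the rare sequences, most of which have fewer than 10 reads.

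Summed RPM, ratio in root: raw reads 1.14, trimmed high quality reads 1.11, reads unaligned with NONCODE 1.09 and predicted only 1.10 turned the ratio above 1, and without miR166 it was 0.882, with each locus counted 0.761 and for known only 0.670. In shoot, known only 1.33 and without osa-miR12474 1.31 turned it above 1, and it was 0.565 with raw reads, 0.576 with trimmed high quality reads, 0.639 with reads unaligned with NONCODE, 0.754 without miR166, 0.502 with each locus counted, 0.117 for predicted only, 0.464 without miR168 and 0.887 without osa-miR12474 and miR168.

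Conserved miRNAs lower in root numbered 0 with raw reads, trimmed high quality reads, reads unaligned with NONCODE, the sum of listed reads, the median of ratios, TMM and 1 genomic hit, and 8 with the 1.5-fold rule. Those higher in root numbered 1 with at least 10 reads in both libraries and with 1 genomic hit. Conserved miRNAs lower in shoot numbered 7 with raw reads, the median of ratios and the 1.5-fold rule, 1 with the sum of listed reads, 8 with TMM and 2 with 1 genomic hit, and those higher 9 with TMM and 5 with 1 genomic hit.

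Conserved families higher in root numbered 4 with raw reads, trimmed high quality reads and reads unaligned with NONCODE, 1 with at least 10 reads in both libraries and with 1 genomic hit, and 7 with undivided reads, each locus counted. The 4 include miR164, whose root libraries list no sequence in common. Those lower in root numbered 0 with the 6 other scalings, 1 genomic hit and undivided reads, and 4 with the 1.5-fold rule. Families lower in shoot numbered 6 with raw reads, the median of ratios, the 1.5-fold rule and undivided reads, 5 with trimmed high quality reads, 4 with reads unaligned with NONCODE, 1 with the sum of listed reads and with at least 10 reads in both libraries, and 7 with TMM. Those higher numbered 6 with TMM and 4 with 1 genomic hit.

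Predicted miRNAs higher in root numbered 5 with raw reads, trimmed high quality reads, reads unaligned with NONCODE and the sum of listed reads, and 1 with at least 10 reads in both libraries. Those lower in root numbered 0 with these 4 denominators and TMM, and 1 with the median of ratios and with 1 genomic hit. In shoot, those lower numbered 1 with the sum of listed reads, 7 with the median of ratios and 8 with TMM, and those higher 4 with at least 10 reads in both libraries and 2 with 1 genomic hit. Of the miRNAs of Table 2, calls of lower numbered 1 with reads unaligned with NONCODE and the sum of listed reads and 4 with the median of ratios. The lowest A+U was 37.0% over all listed loci.

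Known miRNAs numbered 31, 26, 37 and 39 in control root, NaCl-treated root, control shoot and NaCl-treated shoot as distinct mature sequences, and 26, 30, 32 and 40 with a miRNA* sequence. Predicted miRNAs numbered 36, 52, 69 and 58 with at least 10 reads, and 14, 32, 42 and 46 with a miRNA* sequence. The overlap of predicted lists in root was 37 by same precursor locus and 10 with at least 10 reads (of 21 in control and 24 in NaCl-treated root), and in shoot 15 with at least 10 reads (of 39 and 31). Conserved miRNAs per family with each locus counted were 2.74 over all libraries, 2.90 in root and 2.31 in shoot. Sequences with the higher ratio in shoot and in root numbered 2 and 3 with raw reads, 2 and 2 with trimmed high quality reads and with TMM, and 3 and 2 with reads unaligned with NONCODE and with the median of ratios.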

Differences from the paper's values

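The paper's numbers of conserved miRNAs are 29 in control root, 25 in NaCl-treated root, 35 in control shoot and 39 in NaCl-treated shoot, and the entries analysed here number 57, 54, 65 and 69. Of the alternatives set before the data were examined, distinct mature sequences (31, 26, 37 and 39) and entries with a miRNA* sequence (26, 30, 32 and 40) come within 1.5 times the paper's values. A hairpin p of at most 0.01 (57, 53, 65 and 69) and at least 10 reads (47, 48, 57 and 63) do not.

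For root, the paper's number of conserved miRNAs per family is 3.2, and the value here is 1.57. No alternative set before the data were examined applies to it. Counting each locus, which was chosen after seeing the values and drops none of the paper's items, gives 2.90. The paper's text gives the far end of the range of folding energies of the predicted precursors as 67.7, and the value here is -67.7 kcal/mol, of equal size and opposite sign.

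The paper plots family abundance per 20000000 reads. For miR1425 its values are about 900 in control root, about 1900 in NaCl-treated root, about 3300 in control shoot and about 6600 in NaCl-treated shoot in S2 File, read by eye, and those here are 2616, 3086, 4987 and 13626. For miR166 they are about 140000 in NaCl-treated root, about 77000 in control shoot and about 27000 in NaCl-treated shoot in S2 File, read by eye, against 56575, 29179 and 15445 here. In NaCl-treated root, the paper's values are about 2700 for miR156, about 800 for miR167 and about 320 for miR159 in S2 File, read by eye, against 1082, 285 and 521 here. In control root they are about 270 for miR319 and about 300 for miR159 in S2 File, read by eye, against 778 and 854 here. No alternative set before the data were examined was compared with these values. Undivided reads with each locus counted, chosen after seeing the values and dropping none of the families plotted, give 901, 1871, 3271 and 6653 for miR1425, 137594, 78427 and 27421 for miR166, 2616 for miR156, 790 for miR167, 268 for miR319, and 294 and 316 for miR159 in control and NaCl-treated root, all within 1.5 times the paper's.

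The paper states that the RPM of predictable miRNAs went up in root under NaCl, and the summed RPM here has a ratio of 0.683. The ratio is above 1 with raw reads (1.14), trimmed high quality reads (1.11) and reads unaligned with NONCODE (1.09), and for predicted sequences alone (1.10). For shoot the paper states a decrease, and the ratio here is also below 1. The reads used for prediction, as a share of the raw reads, have the paper's direction in both tissues. They were 32.4% in control and 53.9% in NaCl-treated root, and 53.6% in control and 44.3% in NaCl-treated shoot. The paper does not state how its value was computed. The paper lists miR5827 among families of shoot alone, and it had 7 reads in control root. It gives 4 as the largest number of miRNAs of a family in root, for miR166, and 5 sequences of miR166 are listed here, of which 1 is not in the S3 File. It states that several miRNAs of the transcription factor class go up, and miR319a had a ratio of 0.653 in root, which lies above 1 under 3 of the 6 other scalings (1.09 with raw reads). Undivided reads with each locus counted were 268 and 616. That rise comes mostly from the number of loci listed, 1 in control and 2 in NaCl-treated root, where the same 308 reads are counted at both. In shoot, miR164a/b/f, miR169c, miR172a and miR319a were all higher in the NaCl-treated library. A more abundant predicted sequence, which is miR319a with an extra first base, had a ratio of 1.21 in shoot and did not meet the rule.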

Other observations

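The percentiles below place lists among random lists drawn from all shared sequences, predicted ones included. In shoot the median ratio was 1.95 for conserved and 1.34 for predicted sequences. A percentile therefore does not set a list apart from other conserved sequences. Families that target transcription factors were compared as a list. In shoot, 12 of their 22 sequences were higher in the NaCl-treated library, 3 were lower and 7 were neither, with a median ratio of 2.07 at percentile 94.7 of random lists. Under the 6 other scalings, 8 (TMM factors) to 14 (sum of listed reads) were higher and 0 to 5 lower. In root, 1 of 19 was higher, 2 were lower (0 under each other scaling) and 16 were neither, with a median ratio of 0.766 at percentile 33.0. Of the auxin signalling families (miR160, miR164, miR167, miR390 and miR393), 6 of 8 sequences were higher in shoot and 0 lower (median ratio 2.53, percentile 77.0), with miR390 2.62-fold higher (1.77 to 3.94), a call that holds under 4 of the 6 other scalings. With TMM factors and with the median of ratios, 3 of the 8 were higher and 1 lower. In root, 0 of 4 were higher or lower (median ratio 0.923, percentile 57.4). Of the small RNA pathway families, 1 of 3 was higher in shoot (median ratio 1.15, percentile 38.5; 0 with TMM factors and with the median of ratios, and 1 lower with TMM factors), and the sole member in root, miR162, was neither. The monocot or rice restricted families had a median ratio of 1.84 in shoot (percentile 51.2, 1 of 3 higher, 0 with TMM factors) and 1.38 in root, where neither of 2 met the rule and 1 was higher with raw reads. The copper responsive list held miR398 in shoot, and miR398 and miR528 in root (median ratio 3.46). The nutrient homeostasis list held miR827 in shoot and had no member in root.

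Conserved sequences were mostly 21 nt long and began with T. The predicted sequences were more often 22 nt long, with 48.4% of those in control root (exact binomial interval 37.7% to 59.1%), 60.1% in NaCl-treated root (52.9% to 67.0%), 68.0% in control shoot (62.6% to 73.1%) and 50.4% in NaCl-treated shoot (44.3% to 56.5%). T was the first base of 76.9% of the predicted sequences in control shoot (71.9% to 81.4%) and of 56.2% in NaCl-treated shoot (50.1% to 62.2%). Weighted by reads, the share of T turns to 6.40% in control shoot, where osa-miR12474, which begins with G, holds most predicted reads, and is 38.6% in NaCl-treated shoot, and the share of 22 nt is 32.5%, 48.8%, 95.6% and 46.2% in the order above. Among predicted sequences listed in both libraries of a tissue, 3 of 22 were higher and 4 lower in NaCl-treated root, and 7 of 64 were higher and 3 lower in NaCl-treated shoot. With TMM factors, 4 were higher and 0 lower in root, and 5 were higher and 8 lower in shoot.

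The other predicted sequences named by the rule were these. In root, GTATGAGCCCCGTGGACTAGCC (0.409, 0.210 to 0.780), GTTGAGATGGCCGAGTTGGT (0.454, 0.239 to 0.852) and TAACATTTGACCGTTCGTCTTA (0.494, 0.257 to 0.940) were lower in the NaCl-treated library, calls that hold under 0 of the 6 other scalings. TAGGTTTGTTTATTTTGGGACG (0.744, above 1 under 4 of the 6) and TATGACGCTGTTGACTTTTAG (1.14) did not meet the rule. In shoot, CATATAATCAAGGAATGGTATA (3.09, 1.41 to 7.27) and TTTTCCGCGTCTAACTTTGATC (2.11, 1.03 to 4.46) were higher, calls that hold under 5 and 1 of the 6. TTTTTACTTACAACGTTTGACC (2.01, 0.847 to 5.02, called higher under 1 of the 6) and TATGACGCTGTTGACTTTTAG (0.711, above 1 under 1 of the 6 and called lower under another) did not meet the rule. In root, miR167 TGAAGCTGCCAGCATGATCT had a ratio of 0.546 (0.303 to 0.984), miR160 TGCCTGGCTCCCTGTATGCCA of 1.24 (0.584 to 2.80), miR156 TGACAGAAGAGAGTGAGCAC of 0.601 (0.513 to 0.705), which lies above 1 under 1 of the 6, and miR1425 of 1.18 (1.09 to 1.28), none of which met the rule.

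The directions of the Northern blots were set beside the sequencing ratios. Their tissue results were not scored. On the blots osa-miR12475, osa-miR12476 and osa-miR12479 appeared in root only. In the lists they had 95, 138 and 30 reads in control shoot and 269, 56 and 15 in NaCl-treated shoot. osa-miR12478, more prominent in root on the blots, was listed in shoot alone. Of those on the blots of both tissues, osa-miR12477 and osa-miR12481 were listed in all 4 libraries and osa-miR12474 in control shoot alone. In root, 5 of 5 directions matched, and 4 of 5 under each of the 6 other scalings, where miR167f lies above 1. The intervals of miR167f (0.673 to 1.14) and osa-miR12481 (0.796 to 2.88) in root include 1. osa-miR12474, osa-miR12475, osa-miR12476 and osa-miR12478 also had a direction in root on the blots. They were not counted, since none had its exact sequence in both root lists. osa-miR12476 increased on the blot, and the sequences listed at its arm had 39 and 50 reads, a ratio of 0.728 (0.470 to 1.14). osa-miR12475 decreased on the blot. Its sequence had 16 reads (2.32 RPM) in control root, and the same sequence with an extra first base had 70 reads (5.77 RPM) in NaCl-treated root. Both near matches point away from the blots, although the interval of osa-miR12476 includes 1. The 5 of 5 therefore holds for exact sequences only. In shoot, 0 of 4 matched, with 1 of 4 under raw reads and under trimmed high quality reads, 0 of 4 under reads unaligned with NONCODE and under the sum of listed reads, and 2 of 4 under the median of ratios and under TMM factors. The added matches are osa-miR12478 and osa-miR12481, whose ratios cross 1 with the scaling, and the interval of osa-miR12481 in shoot (0.840 to 1.58) includes 1. osa-miR12477 (0.102 in shoot, against an increase on the blot and in the paper's in situ PCR of leaf) and miR159a (2.09 in shoot, against a decrease) oppose the paper's direction under every scaling.

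The hairpin of osa-miR12477 holds TTATTGAGTGCAGCGTTGATG, which differs from miR397 TCATTGAGTGCAGCGTTGATG by C2T, counted from 1 at the 5′ end of the miR397 sequence, and shares 18 bases with the mature osa-miR12477. Whether this hairpin belongs to the miR397 family was not examined here. osa-miR12477 was listed in all 4 libraries, so the listing of the miR397 sequence in control root alone does not show that the family was absent elsewhere.

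Fragments of tRNA among the listed predicted sequences were a hypothesis whose test, and the outcome that would count for it, were written down only after the result was seen. The B box motif of tRNA genes was found in 3 of 785 predicted hairpins, or 0.382% (0.0789% to 1.11%), and in at most 2 hairpins in each of 100 shuffles of their bases. The count exceeds the highest shuffle, which by the outcome first written down would count for tRNA fragments. That reading was then made stricter, also after the result was seen, because the 3 hairpins belong to 2 sequences and the interval reaches below that shuffle. The counts are too few to decide, and the search would miss a tRNA fragment whose hairpin does not reach the motif.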
